# Reduced *ech-6* expression attenuates fat-induced lifespan shortening in *C. elegans*

**DOI:** 10.1038/s41598-022-07397-9

**Published:** 2022-03-01

**Authors:** Yasmine J. Liu, Arwen W. Gao, Reuben L. Smith, Georges E. Janssens, Daan M. Panneman, Aldo Jongejan, Michel van Weeghel, Frédéric M. Vaz, Melissa J. Silvestrini, Louis R. Lapierre, Alyson W. MacInnes, Riekelt H. Houtkooper

**Keywords:** Molecular biology, Proteolysis, RNAi, Transcription, Cell biology, Autophagy, Cell signalling, Organelles, Proteolysis, Genetics, Gene expression, RNAi

## Abstract

Deregulated energy homeostasis represents a hallmark of aging and results from complex gene-by-environment interactions. Here, we discovered that reducing the expression of the gene *ech-6* encoding enoyl-CoA hydratase remitted fat diet-induced deleterious effects on lifespan in *Caenorhabditis elegans*, while a basal expression of *ech-6* was important for survival under normal dietary conditions. Lipidomics revealed that supplementation of fat in *ech-6*-silenced worms had marginal effects on lipid profiles, suggesting an alternative fat utilization for energy production. Transcriptomics further suggest a causal relation between the lysosomal pathway, energy production, and the longevity effect conferred by the interaction between *ech-6* and fat diets. Indeed, enhancing energy production from endogenous fat by overexpressing lysosomal lipase *lipl-4* recapitulated the lifespan effects of fat diets on *ech-6*-silenced worms. Collectively, these results suggest that the gene *ech-6* is potential modulator of metabolic flexibility and may be a target for promoting metabolic health and longevity.

## Introduction

Lipids are an essential energy source required for numerous biological processes and tightly modulated to maintain organismal health^1,2^. Dysfunctional lipid metabolism is associated with serious health problems including obesity, type 2 diabetes mellitus and cardiovascular diseases^1,3,4^. These pathological conditions have become epidemics of alarming proportions in many western countries where diets are enriched in fat^5,6^. In addition, a growing body of evidence underscores the association between abnormal lipid metabolism and the aging process, in which a deficiency of fat breakdown occurs during aging and leads to fat accumulation in aged organisms^7,8^. Preventing fat accumulation, for instance by intermittent fasting, ameliorates aging and postpones the advent of aging-related metabolic disorders^9^.

Metabolic flexibility refers to a state of efficient switching between metabolic pathways^2^. A flexible metabolism allows cells to adapt to fuel usage and to switch efficiently between nutrient sources depending on the environmental conditions^2^. Gradual loss of this process during aging is a causative factor for increased susceptibility to aging-related metabolic disorders, yet the incidence and severity of these complex diseases vary considerably^10,11^. The underlying causes of the variability involve not only discrete genetic and environmental factors, but also the interactions between the two^11,12^. Gene-by-environment interactions (GxE) imply genetic predispositions that are differentially expressed depending on the environment and a genetic contribution to a specific phenotypic outcome that can be estimated when the environment is stable^11,12^. Previous forward and reverse genetic studies in model organisms have unraveled a number of susceptibility and resistance alleles that are relevant to complex traits and specific diseases^13–15^. However, our knowledge about the GxE pairs that explain the variability in the degree of metabolic flexibility and the rate of aging is still limited.

*Caenorhabditis elegans* is one of the most widely used model organisms in the aging field^16,17^. Its capability to respond to various dietary interventions facilitate the identification of GxE interactions influencing complex traits and the mechanistic delineation of molecular pathways^18–22^. Particularly, many of the core metabolic pathways that modulate aging in mammals are conserved in *C. elegans*^23,24^. For example, emerging evidence shows that lipid metabolism influences the lifespan of model organisms including *C. elegans*^25^ and depletion of regulators in fat metabolism shortens the lifespan of *C. elegans*^26,27^. Nevertheless, the interaction between fat metabolism and aging is more convoluted, as different classes of long-lived mutant worms exhibit distinct levels of lipid content depending on the longevity signaling pathways involved, such as the insulin/insulin-like growth factor (IGF-1) pathway, the mTOR pathway, and the AMPK pathway^8,28–30^.

In this study we aim to elucidate how genes and dietary fat converge at the level of metabolic flexibility to affect longevity. We report that *ech-6*, an enoyl-CoA hydratase, modulates worm lifespan in response to a dietary excess of fat. *ech-6* encodes an enoyl-CoA hydratase and is proposed to act in branched-chain amino acid catabolism^31^, for example, by catalyzing methacrylyl-CoA to 3-hydroxyisobutyryl-CoA in the valine catabolic pathways^32^. We show that supplementation of dietary fat P-80 in wild-type animals leads to lifespan shortening, possibly as a result of metabolic inflexibility induced by energy overload. Knockdown of *ech-6* under normal dietary conditions shortens lifespan, possibly caused by cellular energy crisis through suppressed mitochondrial function and compromised amino acid catabolism. Interestingly, knockdown of *ech-6* in combination with P-80 supplementation protects animals against both fat diet- and *ech-6* RNAi-induced detrimental effect on lifespan. The underlying mechanism that accounts for the lifespan effect lies in the upregulated energy production and lysosome-related processes. The findings of this study indicate that the gene *ech-6* represents a factor, with the potential to be used to fine-tune the degree of metabolic flexibility in response to excessive dietary fat intake to modulate lifespan.

## Results

### Reduced expression of *ech-6* prevents accelerated aging caused by a dietary excess of fat

To study the impact of dietary interventions on worm lifespan, particularly a fat diet intervention, we cultured wild-type N2 worms on plates containing soluble fat polysorbate 80 (P-80). We selected this compound, since (1) it contains a long-chain fatty acid, oleic acid, one of the important constituent fatty acids in adult *C. elegans*^8,26,33^, and (2) it allows for uniform solubilization in the culture plates (Fig. 1a). We found that worms exposed to P-80 supplementation had a reduced lifespan (Fig. 1b; Supplementary Table S1), in line with the lifespan effect of excess dietary fat in mice^34^. Next, we conducted an RNAi-based small-scale lifespan screen to search for metabolic genes that could alter the susceptibility to the detrimental effects of this fat diet. Our initial screen prioritized the genes involved in mitochondrial transport and fatty acid β-oxidation, including *dif-1*, *cpt-2*, *acdh-7*, *acdh-12*, and *ech-6.* The most prominent candidate that emerged was *ech-6* (enoyl-CoA hydratase 6; orthologue of mammalian *ECHS1*). Knockdown of *ech-6* protected worms against the lifespan shortening caused by P-80 supplementation (Fig. 1c; Supplementary Table S1). In addition, depletion of *ech-6* shortened lifespan (Fig. 1c; Supplementary Table S1), as previously reported^35^, suggesting the requirement of a basal expression of *ech-6* for a normal lifespan. Taken together, these results suggest that *ech-6* interacts with fat diets to influence the rate of aging.

**Figure 1:**
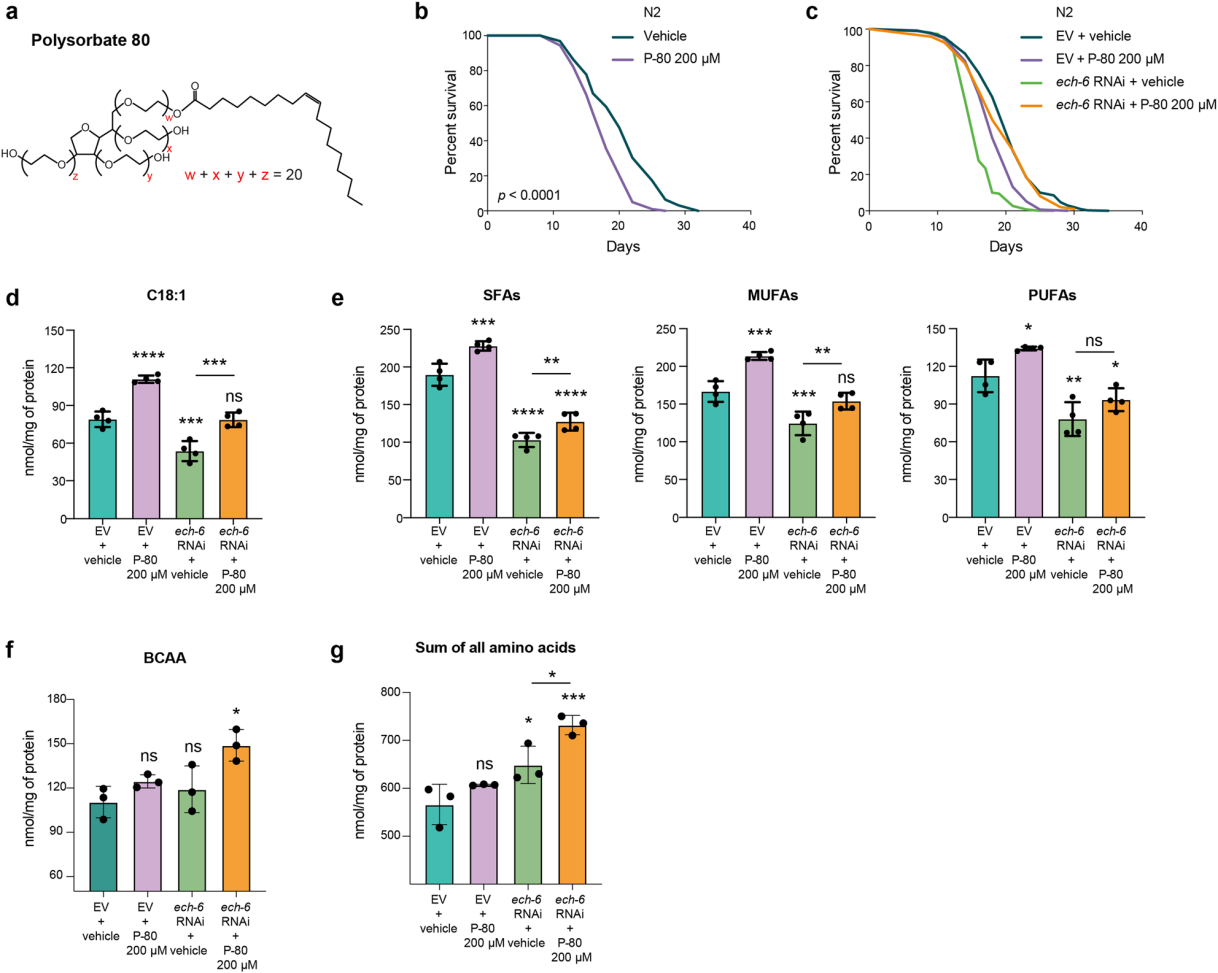
Knockdown of *ech-6* antagonizes the effects of a fat diet on lifespan, oleic acid content and fatty acid saturation profile. (**a**) Chemical structure of polysorbate 80 (P-80). P-80 consists of a hydrophilic group of ethylene oxide polymers and oleic acid. (**b**) Survival curves of worms fed with 200 µM P-80 showing that worms live significantly shorter when subjected to a dietary excess of fat (*p* < 0.0001, log-rank test). Vehicle: H_2_O, which applies to all the following figures. (**c**) Survival curves of worms treated with *ech-6* RNAi or P-80 supplementation. Knockdown of *ech-6* protects worms against P-80 diet-induced lifespan decrease (*p* < 0.0001, log-rank test), while shortening lifespan under regular NGM dietary conditions (*p* < 0.0001, log-rank test). (**d**) Mass spectrometry (MS) quantification of oleic acid in worms exposed to the P-80 diet. P-80 supplementation increases the level of oleic acid in empty vector-treated wild-type (N2) worms while compensates for the reduced level caused by reduction of *ech-6* by RNAi. Mean ± SD of 4 biological replicates. (**e**) MS quantification of saturated fatty acids (SFAs), monounsaturated fatty acids (MUFAs), and poly unsaturated fatty acids (PFAs). Mean ± SD of 4 biological replicates. (**f**) UPLC-MS/MS quantification of branched-chain amino acids (BCAA). Knockdown of *ech-6* in combination with P-80 supplementation significantly increases the level of BCAA. Mean ± SD of 3 biological replicates. (**g**) Quantification of total amino acids. Knockdown of *ech-6* significantly increases the level of total amino acids. Mean ± SD of 3 biological replicates. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant; one-way ANOVA, Holm-Sidak correction. An asterisk directly above a box refers to statistical significance compared to empty vector (EV)-treated wild-type (N2) worms fed a regular NGM diet, while an asterisk over a line indicates statistical significance compared to inhibition of *ech-6* by RNAi. See also Table S1 for lifespan data.

As oleic acid is a major component of P-80, we then asked whether feeding worms the fat diet would alter the endogenous level of oleic acid. To test this, we analyzed the fatty acid profile of worms exposed to the P-80 diet using a targeted metabolomics platform^8^. Supplementation of P-80 to wild-type worms elevated the level of oleic acid (Fig. 1d). Conversely, knockdown of *ech-6* decreased the level of oleic acid, which was increased to near-normal levels with the addition of P-80 (Fig. 1d). As the saturation level of fatty acids was shown to be involved in longevity regulation in *C. elegans*^36,37^, we next determined the effects of the P-80 diet on the degree of fatty acid saturation. Feeding wild-type worms with the P-80 diet significantly increased the levels of all three types of fatty acids including saturated fatty acids (SFAs), mono-unsaturated fatty acids (MUFAs) and poly-unsaturated fatty acids (PUFAs) (Fig. 1e; Supplementary Table S5). Conversely, knockdown of *ech-6* significantly decreased the levels of SFAs, MUFAs, and PUFAs (Fig. 1e). Supplementing *ech-6*-silenced worms with P-80 specifically increased both SFAs and MUFAs, while having no effect on PUFAs (Fig. 1e). These data show that depletion of *ech-6* and supplementation of P-80 exhibit reciprocal effects on the level of oleic acid and the saturation state of fatty acids.

As the gene *ech-6* has been annotated as an enoyl-CoA hydratase involved in the branched-chain amino acids (BCAA) breakdown which plays an important role in energy production^32,35^, we determined the effects of reduced *ech-6* expression on amino acid profiles using ultra performance liquid chromatography tandem-mass spectrometry (UPLC-MS/MS)^8^. Knockdown of *ech-6* did not change the level of BCAA, but significantly elevated the overall levels of amino acids of which increased alanine made up a major portion (Fig. 1f,g and Supplementary Fig. S1). Interestingly, we observed an increased level of BCAA when supplementing *ech-6*-silenced worms with P-80, whereas this did not occur in wild-type worms upon P-80 supplementation. These results imply that knockdown of *ech-6* impairs amino acids catabolism which is exacerbated by fat supplementation.

### Fat diets affect the lifespan upon *ech-6* deficiency in a dose- and oleate-dependent fashion

Next, we determined the dose effect of P-80 on lifespan by supplementing worms with P-80 at increasing concentrations including 100 µM, 200 µM and 400 µM. Wild-type worms had a comparable decrease in lifespan when fed with three P-80 concentrations (Fig. 2a; Supplementary Table S1). In contrast, subjecting *ech-6*-deficient worms to a P-80 diet at the respective concentrations yielded distinct lifespan outcomes in which 200 µM P-80 resulted in the greatest lifespan normalization (Fig. 2b; Supplementary Table S1).

**Figure 2:**
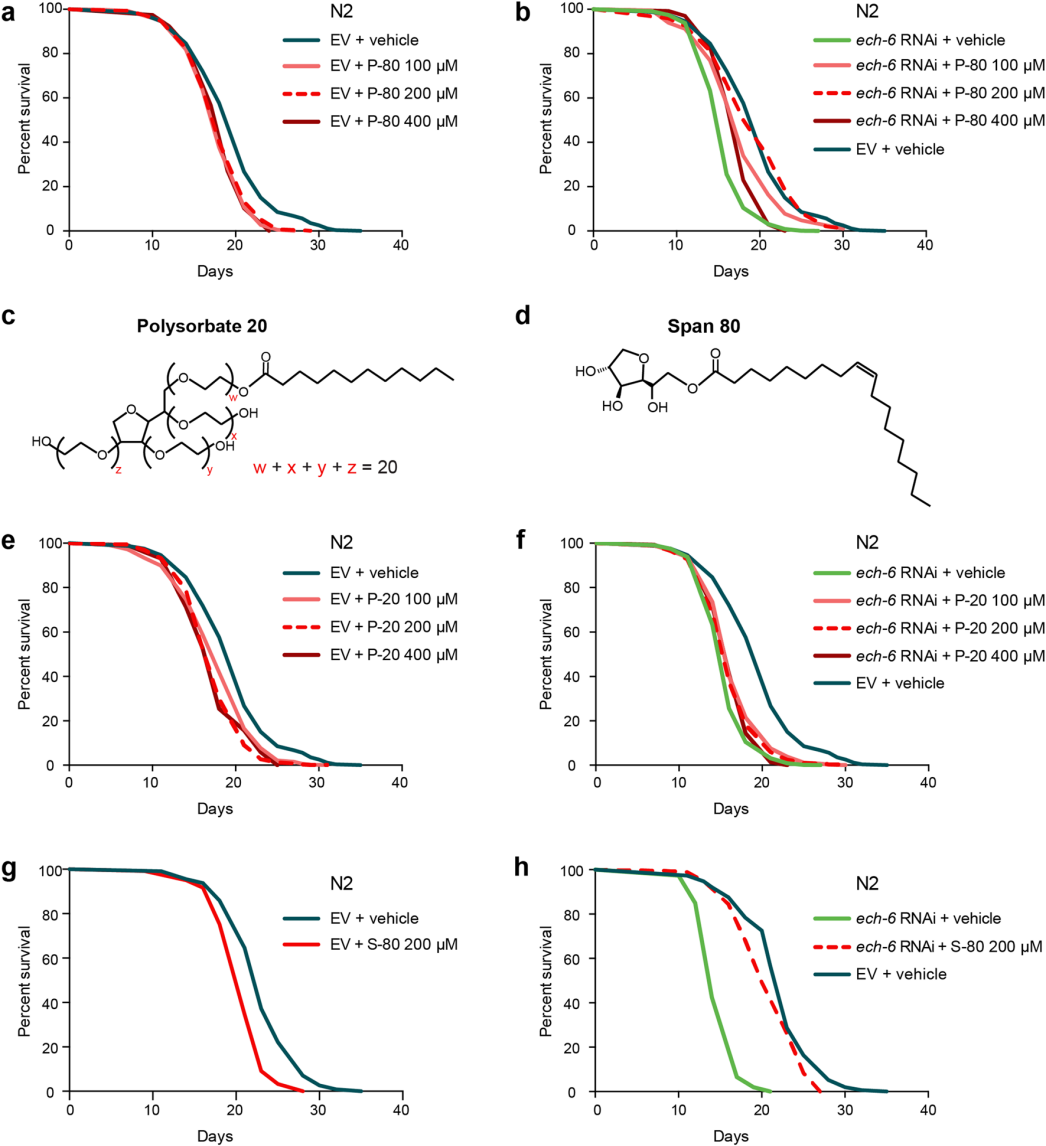
Fat diets affect the lifespan upon *ech-6* deficiency in a dose- and oleic acid-dependent fashion. (**a**) Lifespan analysis showing that P-80 supplementation at doses ranging from 100 µM to 400 µM reduces lifespan (*p* < 0.0001, log-rank test). (**b**) Lifespan analysis of worms upon *ech-6* deficiency showing that feeding *ech-6*-deficient worms the P-80 diet at 200 µM results in a maximum restoration of lifespan (*p* = 0.564*,* comparing *ech-6* RNAi + P-80 200 µM to empty vector (EV) + vehicle, log-rank test). (**c**) Chemical structure of Polysorbate 20 (P-20). P-20 consists of a hydrophilic group of ethylene oxide polymers and a lauric acid. (**d**) Chemical structure of Span 80 (S-80). S-80 consists of a sorbitan monoester and an oleic acid. (**e**) Lifespan analysis of worms fed with P-20 showing that worms exposed to the P-20 diet at doses ranging from 100 µM to 400 µM lived significantly shorter (*p* < 0.0001, log-rank test). (**f**) Lifespan analysis of worms upon *ech-6* deficiency showing that P-20 supplementation at a concentration from 100 to 400 µM does not prevent *ech-6* RNAi from shortening lifespan (*p* < 0.0001, log-rank test). (**g**) Lifespan analysis of worms fed a S-80 diet showing that S-80 supplementation at 200 µM shortens lifespan (*p* < 0.0001, log-rank test). (**h**) Lifespan analysis of worms upon *ech-6* deficiency showing that S-80 supplementation at 200 µM protects worms against *ech-6* RNAi-induced lifespan decrease (*p* < 0.0001, log-rank test). See also Table S1 for lifespan data.

As the compound P-80 comprises a hydrophilic group of ethylene oxide polymers and an oleic acid moiety (Fig. 1a), we asked which constituents could be responsible for the lifespan phenotypes observed above. To test this, we made use of two other types of soluble fat, i.e. polysorbate 20 (P-20) and span 80 (S-80). P-20 consists of the same polar complex as P-80 but is bound to a saturated fatty acid with a shorter chain length, namely C12:0, lauric acid (Fig. 2c). S-80 is another oleic acid derivative containing a smaller polar moiety (Fig. 2d). Like the effects of P-80 on wild-type worms, supplementation of P-20 at 100 µM, 200 µM, and 400 µM shortened the lifespan of wild-type worms by a similar extent (Fig. 2e; Supplementary Table S1). In contrast to the effects of P-80 on worms with reduced *ech-6* expression, supplementation of P-20 at any of the three concentrations to *ech-6-*deficient worms did not reverse the shortened lifespan (Fig. 2f; Supplementary Table S1). Accordingly, we reasoned that rather than the hydrophilic polar complex of P-80, it is the oleic acid moiety that contributed to the restored lifespan of *ech-6*-deficient worms when fed with the dietary fat P-80. In line with this, supplementing *ech-6*-deficient worms with 200 µM S-80 extended their lifespan to near wild-type levels, while wild-type worms lived significantly shorter when fed with S-80 (Fig. 2g,h; Supplementary Table S1). Taken together, our results suggest that although different fat diets cause premature aging, *ech-6* specifically interacts with oleic acid-containing lipids to impinge on longevity.

### Knockdown of *ech-6* suppresses metabolic activity and energy-intensive processes including growth and mobility

Mitochondria provide the majority of cellular energy via oxidative phosphorylation which consumes oxygen and generates ATP^38^. To further characterize whether knockdown of *ech-6* or addition of fat affected mitochondrial capacity for energy production, we measured mitochondrial respiration by monitoring oxygen consumption rate (OCR) using Seahorse respirometry^39^. Supplementation of P-80 to wild-type worms reduced the level of basal and maximal mitochondrial respiration without altering spare respiratory capacity (Fig. 3a–d). In comparison, knockdown of *ech-6* reduced both mitochondrial respiration and spare respiratory capacity (Fig. 3a–d), indicating an overall deficiency in energy production. Feeding *ech-6*-deficient worms with P-80 did not show an additive effect (Fig. 3a–d).

**Figure 3:**
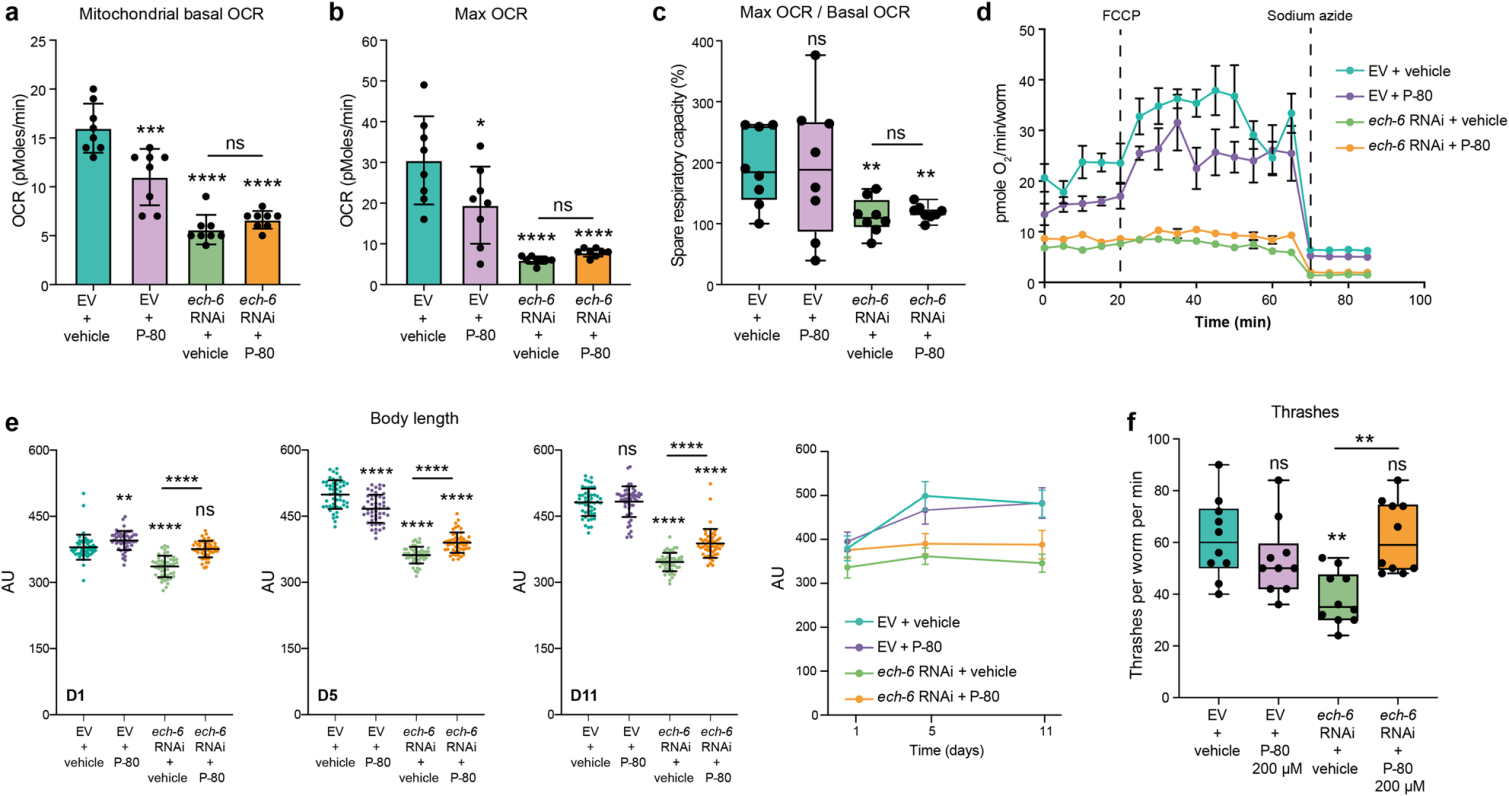
RNAi of *ech-6* suppresses metabolic activity, mobility, and growth. (**a**, **b**) Mitochondrial basal and maximum oxygen consumption rate (OCR) in adult N2 worms at day 5 of adulthood. P-80 supplementation and *ech-6* RNAi decrease mitochondrial respiration rate at both the basal (A) and the maximal levels (B). Mean ± SD of n = 8 biological replicates. (**c**) Mitochondrial spare respiratory capacity in percentage. (**d**) Raw averaged traces of oxygen consumption from day 5 adult N2 worms. Mean ± SEM (n = 8); FCCP, an uncoupler reagent, was added at the indicated time to achieve the maximum mitochondrial respiration, while sodium azide, a complex IV inhibitor, was added to fully block mitochondrial respiration, thereby measuring non-mitochondrial oxygen consumption. (**e**) Body length of N2 worms at day 1, day 5 and day11 of adulthood, respectively. Mean ± SD of n = 50 animals. P-80 supplementation ameliorates *ech-6* RNAi-mediated growth inhibition in three age groups of worms examined. (**f**) Thrashing of N2 worms at day 2 of adulthood exposed to *ech-6* RNAi and 200 µM P-80 diet, individually or in combination. P-80 supplementation to *ech-6*-deficient worms restores movement ability, measured by the frequency of thrashes per worm per minute. Mean ± SD of n = 10 animals. The bar graphs depict mean ± SD. An asterisk directly above a box refers to statistical significance compared to empty vector (EV)-treated wild-type fed a regular NGM diet. **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant; one-way ANOVA, Holm-Sidak correction.

Growth and movement are two physiological processes that heavily rely on cellular energy supply where mitochondria play a paramount role^38^. We therefore asked whether body length and motility were compromised due to *ech-6* deficiency or excessive fat intake. Indeed, wild-type worms subjected to the P-80 diet remained a bit smaller at day 5 of adulthood (Fig. 3e), whereas their mobility was not affected (Fig. 3f). In comparison, knockdown of *ech-6* reduced both the body size and the movement capacity (Fig. 3e,f), while supplementing P-80 to *ech-6*-deficient worms improved both parameters relative to that of *ech-6*-deficient worms (Fig. 3e,f). Taken together, our observations show that P-80 supplementation counteracts *ech-6* deficiency-caused suppression on growth and mobility, despite that it compromises mitochondrial respiration and growth in wild-type animals.

### Fat diet-induced alterations in lipid profiles are diminished in the context of *ech-6* knockdown

Feeding wild-type worms with the fat diet P-80 shortened lifespan, while P-80 supplementation upon knockdown of *ech-6* exhibited inverse effects (Fig. 1). We hence asked whether the way in which dietary fat was metabolized in the two genetic backgrounds may be relevant to the differences observed in the life history traits. To do this, we profiled lipids for wild-type and *ech-6-*deficient worms exposed to the P-80 diet using UPLC-MS-based lipidomics (Fig. 4a). Across all worm samples, we detected 1151 distinct lipids belonging to 28 lipid species which can be further grouped into five main lipid classes consisting of diradylglycerol lipids, triradylglycerol lipids, glycerophospholipids, sterol lipids, and sphingolipids (Fig. 4b,c; Supplementary Table S2). Partial least squares discriminant analysis (PLS-DA) demonstrated that wild-type worms fed the P-80 diet were well separated from the control group fed a regular diet by the first two principle components (Fig. 4d). However, upon knockdown of *ech-6*, worms fed the P-80 diet overlapped with those fed a regular diet, suggesting that P-80 diet-induced lipid changes were diminished upon *ech-6* deficiency (Fig. 4d).

**Figure 4:**
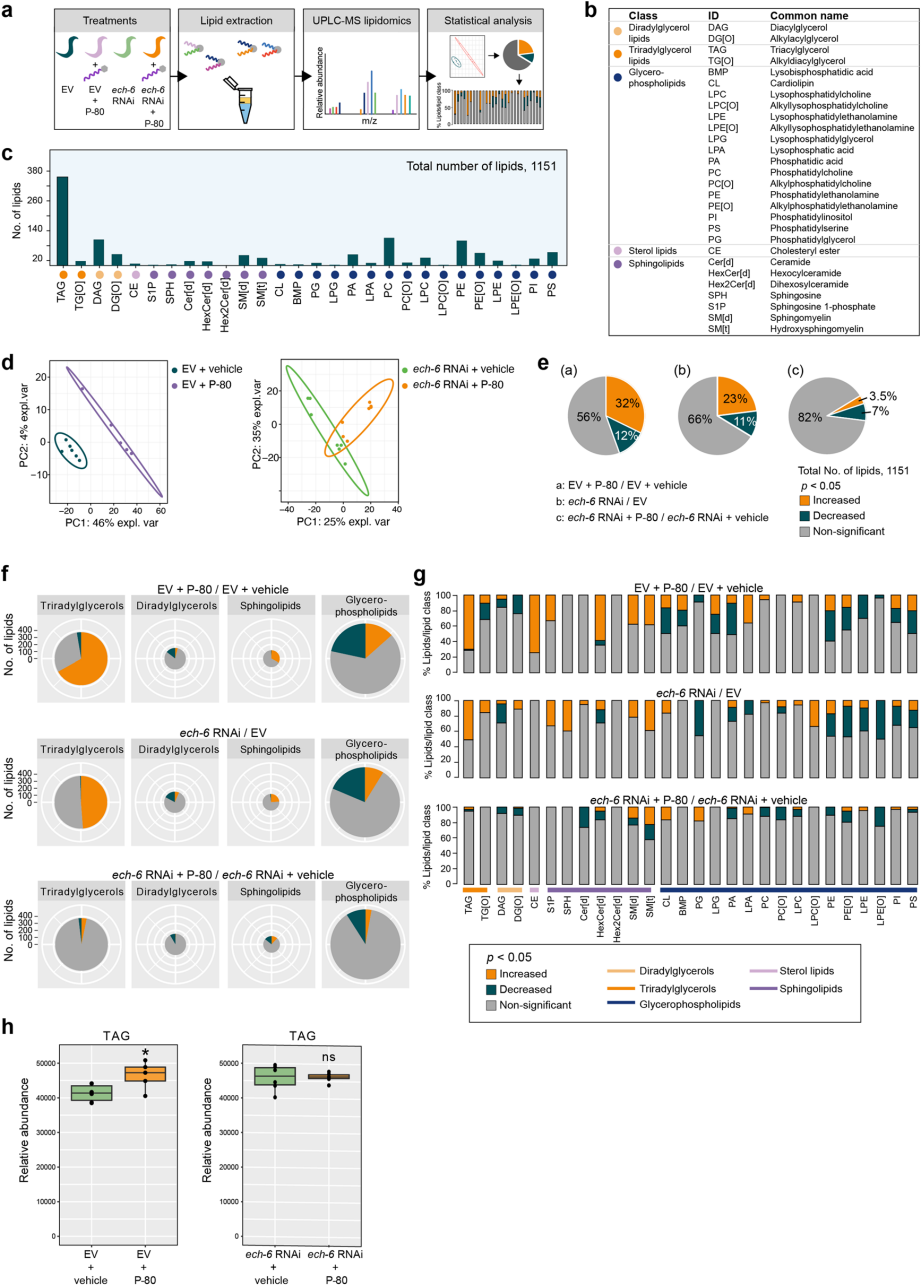
The effects of fat diets on lipid profiles are abrogated upon *ech-6* deficiency. (**a**) Experimental design. N2 worms were treated with *ech-6* RNAi or with P-80 from larval stage 1 and collected at day 1 adulthood for high-performance liquid chromatography-mass spectrometry (HPLC–MS)-based lipidomics. (**b**) Overview of worm lipids and distribution in the main lipid clusters. (**c**) The lipid composition of day-1 adult N2 worms. 28 lipid species and 1151 individual lipids were detected in worms. Triacylglycerides (TAG) make up the largest percentage (30.9%) of total lipids. (**d**) Partial least squares-discriminant analysis (PLS-DA) showing group separations based on significantly changed lipids by P-80 supplementation in empty vector (EV)- and *ech-6* RNAi-treated worms. (**e**) Pie charts depicting the percentages of increased and decreased lipids by P-80 supplementation or *ech-6* RNAi. A *p*-value < 0.05 was applied for determining statistical significance. (**f**) Statistical summary of significantly changed lipids in the lipid classes of triradylglycerols, diradylglycerols, sphingolipids, and glycerophospholipids. The total number of detected lipids in each lipid class is represented by the radius of pie plots, while the percentage of increased and decreased lipids in each category is indicated by the respective colours. The effects of P-80 supplementation on each lipid class are significantly abolished upon knockdown of *ech-6* by RNAi. A *p*-value < 0.05 was applied to determine statistical significance. (**g**) Percentage distribution of significantly changed lipids by P-80 supplementation across the lipid species in empty vector (EV)- and *ech-6* RNAi-treated worms. A *p*-value < 0.05 was applied to determine statistical significance. (**h**) The relative abundance of TAG upon P-80 supplementation. Supplementation of P-80 to empty vector (EV)-treated worms significantly increased TAG levels, which is absent in *ech-6*-deficient worms. *p < 0.05; ns, not significant; Student’s t test. See also Figs. S2 and S3 and Supplementary Tables S2 and S4.

We further confirmed this finding by analyzing the percentage of lipids showing significantly altered levels after supplementation of P-80. When wild-type worms were fed with P-80, 369 lipids (32%) were increased while 141 (12%) were decreased (Fig. 4e; Supplementary Table S2). Although knockdown of *ech-6* also elicited changes in lipids relative to empty vector-treated wild-type controls (Fig. 4e; Supplementary Table S2), supplementation of P-80 to *ech-6*-deficient worms had a minor effect on lipid levels compared to *ech-6*-deficient worms fed a regular diet, with only 41 (3.5%) increased and 82 (7%) decreased (Fig. 4e; Supplementary Table S2).

To further determine the patterns of the change for each lipid class and lipid species, we analyzed the distribution of significantly changed lipids in triradylglycerols, diradylglycerols, sphingolipids and glycerophospholipids (Fig. 4f; Supplementary Table S2). The lipid classes triradylglycerols and glycerophospholipids had the greatest number of lipids affected by P-80 supplementation in wild-type worms (Fig. 4f; Supplementary Table S2). Next, we examined this distribution in detail in each lipid species (Fig. 4g; Supplementary Table S2). Percentage distribution of both increased and decreased lipids within each lipid species showed that triacylglycerols (TAG), cholesteryl ester (CE), and sphingolipids including sphinganine 1-phosphate (S1P), hexocylceramide (HexCer[d]), sphingomyelin (SM[d]), and hydroxysphingomyelin (SM[t]) comprised almost solely increased lipids when wild-type worms were fed with P-80 (Fig. 4g; Supplementary Table S2). Among those lipids, the total abundance of TAG was also significantly increased by P-80 supplementation in wild-type worms (Fig. 4h; Supplementary Table S2). In contrast, a large portion of glycerophospholipids was decreased under the same condition (Fig. 4f,g; Supplementary Table S2). These results imply that supplementation of P-80 to wild-type worms does not merely give rise to accumulation of storage lipids (i.e., TAG), but also profoundly change the profile of membrane lipids such as the glycerophospholipids.

Knockdown of *ech-6* altered lipid profiles in a similar fashion as did P-80 supplementation, i.e., triradylglycerols and sphingolipids comprised primarily increased lipids, while the majority of decreased lipids were enriched in glycerophospholipids (Fig. 4f,g; Supplementary Table S2). However, in contrast to the widespread effects of P-80 on wild-type worms, supplementation of P-80 had greatly reduced effects on nearly all lipid classes and species including TAG in *ech-6-*deficient worms (Fig. 4f–h; Supplementary Table S2). These results suggest that excessive fat intake in *ech-6*-deficient worms may be used as fuel for energy production, for instance through fatty acid β-oxidation, rather than being converted into triacylglycerols for storage or into glycerophospholipids for membrane synthesis.

To determine whether the effects of a fat diet on lipid profiles were specific to oleic acid-enriched fat, we measured lipid changes upon the addition of lauric acid-enriched fat P-20. Feeding wild-type worms with P-20 changed the pattern of overall lipid profiles in a way analogous to the effects of P-80, including a large number of increased triradylglycerols and decreased glycerophospholipids (Figs. S2a–c, S3; Supplementary Table S2 and S4). Supplementation of P-20 to *ech-6*-deficient worms affected a reduced number of triradylglycerols (Fig. S2b; Supplementary Table S2), however, other lipid classes including sphingolipids and glycerophospholipids were changed to a similar extent as seen in wild-type worms upon p-20 supplementation (Fig. S2b,c; Supplementary Table S2). Taken together, these results show that knockdown of *ech-6* renders animals resistant to overall lipid alterations caused only by oleic acid-rich fat diets like P-80.

### Energy production and lysosomal functions constitute the core set of upregulated biological processes upon fat supplementation

To understand the underlying mechanisms accounting for the longevity effect resulting from the interaction between *ech-6* and fat diets, we conducted RNA sequencing (RNA-seq) analyses. 

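Pools of about 500 worms were collected on day 1 of adulthood, with 4 samples in each of 4 groups: EV + vehicle, EV + P-80, *ech-6* RNAi + vehicle and *ech-6* RNAi + P-80. EV worms ate bacteria with an empty vector, which silences no gene, and P-80 is polysorbate 80, a detergent that carries oleic acid. Ribosomal RNA was depleted before the strand-specific libraries were made. The authors counted reads per gene and deposited log2 CPM values (CPM, the count scaled to library size), scaled by the trimmed mean of M-values (TMM), for 19750 genes. With the log undone, 100% of the values were whole multiples of what 1 read is worth in their sample, so the read counts could be computed back. Total reads on genes ranged from 15306307 to 27484877 in EV + vehicle (median 18691478) and from 16439967 to 23149851 in EV + P-80 (median 20561573). In *ech-6* RNAi + vehicle they ranged from 17542228 to 28129104 (median 21234127.5), and in *ech-6* RNAi + P-80 from 16148184 to 21812234 (median 17731469). Ribosomal RNA genes still took 18.5% ± 1.36 (SD, n = 4), 17.8% ± 1.29, 18.5% ± 1.70 and 18.0% ± 1.77 of the reads in the 4 groups, in the same order. No pair of replicates was close enough to be 1 library sequenced again: a chi-square comparison of the read counts of each pair gave at least 3.34 per gene, where sampling noise gives about 1. Groups were compared on the deposited values with limma's moderated test (lmFit and eBayes with a mean-variance trend, two-sided), all 16 samples entering 1 fit. P-values were adjusted by Benjamini-Hochberg over the 19750 genes, and a gene with an adjusted p-value under 0.05 is called differentially expressed here. The median standard error of a log2 fold change was 0.14. The authors' own test also weighted each value by its precision (voom), a step the deposited values do not include. The TMM scaling takes most genes as unchanged, so the balance of higher and lower genes depends on it.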

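With P-80 in EV worms, 1377 genes were higher and 1805 lower than with vehicle (limma's moderated test, adjusted p-value under 0.05). Of these 3182 genes, 656 changed at least 2-fold, and their median absolute log2 fold change was 0.47. In 2553 of them every sample of one group lay above every sample of the other. Over all genes this held for 3746 of 19750, where chance gives 2.86%. The number of higher genes moved most with each sample centred on its median over all genes, to 2361 higher and 1361 lower, so the share of higher genes went from 43.3% to 63.4%. With 1 sample left out, between 1152 and 2151 genes were lower. The largest fall among genes averaging at least 1 CPM was in *C17F4.7* (WBGene00015913; chromosome II of WBcel235, 3245087 to 3246015, minus strand). It went from 159 ± 4.89 CPM (SD, n = 4) to 7.40 ± 1.65 CPM, a log2 fold change of -4.46 (standard error 0.12, adjusted p = 8.22e-15 from limma). The next were *irg-5* (WBGene00009429; V, 13737010 to 13738474), with a log2 fold change of -3.73 (adjusted p = 3.78e-11), and *B0024.4* (WBGene00007097; V, 10297399 to 10298985), with -2.69 (adjusted p = 6.50e-09). The largest rise was in *lact-6* (WBGene00007358; IV, 17429597 to 17431387, minus strand), from 0.274 ± 0.0646 CPM to 20.7 ± 1.23 CPM. Its log2 fold change of 6.27 (standard error 0.33, adjusted p = 2.98e-10) rests on 3 to 7 reads per EV + vehicle sample. *ugt-15* (WBGene00008097; V, 12827519 to 12830114) rose by 4.83 (adjusted p = 3.24e-09), also from few reads, and *T16G1.7* (WBGene00011801; V, 12932941 to 12935112) by 2.76 (adjusted p = 8.47e-12). For each of these 6 genes no EV + P-80 sample overlapped the EV + vehicle samples.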

Wild-type worms subjected to the P-80 diet had large numbers of transcripts differentially expressed (Fig. 5a; Supplementary Table S3), among which 1816 and 1256 transcripts were down- and upregulated (Fig. 5b; Supplementary Table S3). 

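In *ech-6* RNAi worms, P-80 raised 519 genes and lowered 905 relative to vehicle at the same threshold, of which 435 changed at least 2-fold. In 1154 of these 1424 genes the groups did not overlap; over all genes 2209 (11.2%) did not. Leaving out the mean-variance trend changed these counts to 222 higher and 226 lower, and centring to 1033 higher and 756 lower, so the share of higher genes went from 36.4% to 57.7% with centring. Across the 16 fits that each left out 1 sample, from 258 to 588 genes were higher and from 350 to 1370 lower. *C17F4.7* and *irg-5* again fell most, with log2 fold changes of -4.40 (adjusted p = 1.03e-14 from limma) and -3.57 (adjusted p = 1.02e-10). The next was the lipase gene *lipl-5* (WBGene00022642; V, 385746 to 387740), which went from 193 ± 16.8 CPM (SD, n = 4) to 30.9 ± 2.96 CPM, a log2 fold change of -2.64. *lact-6* and *ugt-15* rose by 6.01 and 4.37 on the log2 scale. The fatty acid desaturase gene *fat-5* (WBGene00001397; V, 17725004 to 17726818) rose by 2.99 (standard error 0.33, adjusted p = 1.80e-05), and in EV by 2.40 (adjusted p = 1.15e-04). None of these log2 fold changes differed detectably between *ech-6* RNAi and EV worms: the adjusted interaction p was 0.975 for *C17F4.7*, 0.942 for *irg-5*, 0.810 for *lipl-5*, 0.952 for *lact-6*, 0.900 for *ugt-15* and 0.892 for *fat-5*.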

Upon knockdown of *ech-6*, the total number of transcripts affected by P-80 supplementation were decreased (Fig. 5a), with only 831 and 558 remaining down- and upregulated (Fig. 5b). In *C. elegans*, *ech-6* belongs to a family of enoyl-CoA hydratase genes that consist of 10 members (Fig. S4A). To rule out the cross-reactivity of *ech-6* RNAi with other enoyl-CoA hydratases, we examined the expression of all enoyl-CoA hydratase members upon knockdown of *ech-6* (Fig. S4A). We found that knocking down *ech-6* by RNAi effectively reduced the expression of *ech-6* alone but not any other enoyl-CoA hydratase (Fig. S4A), demonstrating the specificity of the RNAi-based depletion of *ech-6*. *ech-6* is organized in a transcriptional operon with three genes, including *gcc-2*, *T05G5.5* and *vps-53*. 

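*ech-6* (WBGene00001155) lies on chromosome III of WBcel235 from 9751552 to 9752883 on the minus strand, in 4 exons. It had 7.41 ± 0.066 log2 CPM (SD, n = 4) in EV + vehicle, 7.65 ± 0.19 in EV + P-80, 6.45 ± 0.69 in *ech-6* RNAi + vehicle and 6.04 ± 0.11 in *ech-6* RNAi + P-80. With vehicle, the log2 fold change of *ech-6* RNAi against EV was -0.96 (standard error 0.21, adjusted p = 0.0144 from limma; 0.00143 when adjusted over the enoyl-CoA hydratase and operon genes alone). With P-80 it was -1.61 (standard error 0.21, adjusted p = 3.07e-04). By the two-sided exact permutation test the difference gave p = 0.114 with vehicle and p = 0.0286 with P-80, the smallest p that 4 samples against 4 allow. Replicate 3 of *ech-6* RNAi + vehicle had 7.48 log2 CPM, within the range of EV + vehicle (7.36 to 7.50). The other 3 replicates averaged 6.10 ± 0.056, or 40.6% of the EV + vehicle level, and 32.8% of the EV + P-80 level was left in *ech-6* RNAi + P-80. Without replicate 3 the log2 fold change with vehicle was -1.30. The setting with the weakest call had no mean-variance trend (adjusted p = 0.0850, in a range from 1.12e-07 to 0.0850 over the alternatives and the fits that left out 1 sample). Of the other 9 enoyl-CoA hydratase genes none was lower over all genes tested, in either comparison. At an unadjusted p under 0.05 the 10 genes held 3 with vehicle, *ech-6*, *ech-1.1* and *ech-7*, and 4 with P-80, the same genes and *ech-9*. *ech-1.1* (WBGene00001150; V, 15357664 to 15361512) was higher by 0.36 with vehicle (adjusted p = 0.0747; 0.0136 over the list) and by 0.59 with P-80 (standard error 0.11, adjusted p = 0.00741). It has a close relative, *ech-1.2*, with which it could share reads. *ech-7* (WBGene00001156; I, 14367616 to 14369773) was higher by 0.24 with vehicle (adjusted p = 0.0850; 0.0136 over the list), and its log2 fold change with P-80 was -0.16 (adjusted p = 0.473). *ech-9* (WBGene00001158; IV, 10233310 to 10235329) was higher by 1.06 with P-80 (standard error 0.28, adjusted p = 0.105; 0.00466 over the list). With vehicle the log2 fold changes of the other 7 genes ran from -0.08 (*ech-2*) to 0.25 (*ech-9*).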

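The operon lies on the minus strand of chromosome III, with *T05G5.5* (WBGene00011500; 9749583 to 9751432) 119 bp from *ech-6* on one side. On the other side *vps-53* (WBGene00011502; 9753675 to 9757514) is 791 bp away, and *gcc-2* (WBGene00011503; 9757616 to 9762143) follows it. *T05G5.5* had 4.27 ± 0.056 log2 CPM (SD, n = 4) in EV + vehicle and 3.86 ± 0.13 in *ech-6* RNAi + vehicle, a log2 fold change of -0.41 (standard error 0.091, adjusted p = 0.0167 from limma; 0.00143 over the list of enoyl-CoA hydratase and operon genes). It had 4.16 ± 0.21 in EV + P-80 and 3.74 ± 0.073 in *ech-6* RNAi + P-80, again -0.41 (adjusted p = 0.0382). In both comparisons every *ech-6* RNAi sample lay below every EV sample. With voom weights the adjusted p-value with P-80 was 0.0552, and over the alternatives it ran from 0.0185 to 0.174. The log2 fold change of *gcc-2* was 0.12 with vehicle (adjusted p = 0.230) and 0.06 with P-80 (adjusted p = 0.777). For *vps-53* it was -0.04 with vehicle (adjusted p = 0.790) and -0.05 with P-80 (adjusted p = 0.877). The list-adjusted calls of the 3 neighbors were the same as those over all genes.

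**Figure D1:**
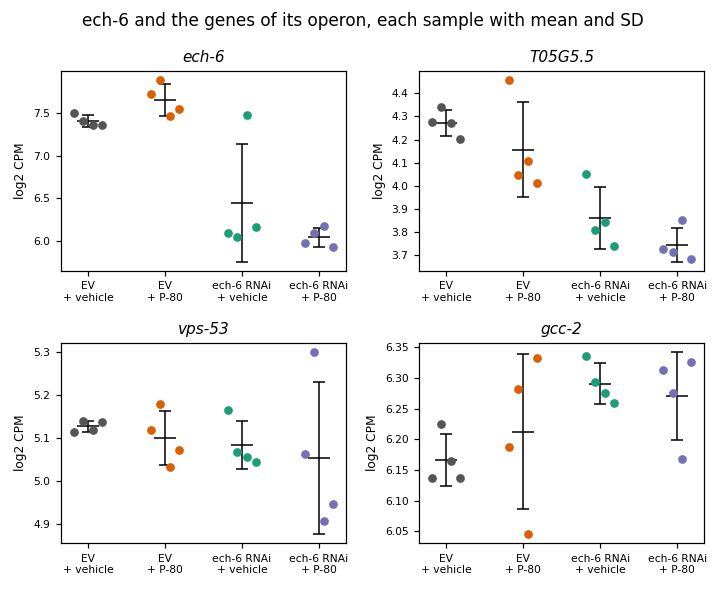
Expression of *ech-6* and its 3 operon neighbors in log2 CPM (vertical axes, each with its own range) in the 4 groups; each point is 1 of 4 samples, with the mean and SD as lines. In *ech-6* RNAi + vehicle, 1 *ech-6* sample sits at 7.48, and for *T05G5.5* all *ech-6* RNAi samples sit below the EV samples of the same diet.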

Upon *ech-6* RNAi, neither consistent nor significant reduction in these transcripts were detected, largely excluding the possibility that *ech-6* RNAi interferes with the transcriptional process of the neighboring genes (Fig. S4B).

**Figure 5:**
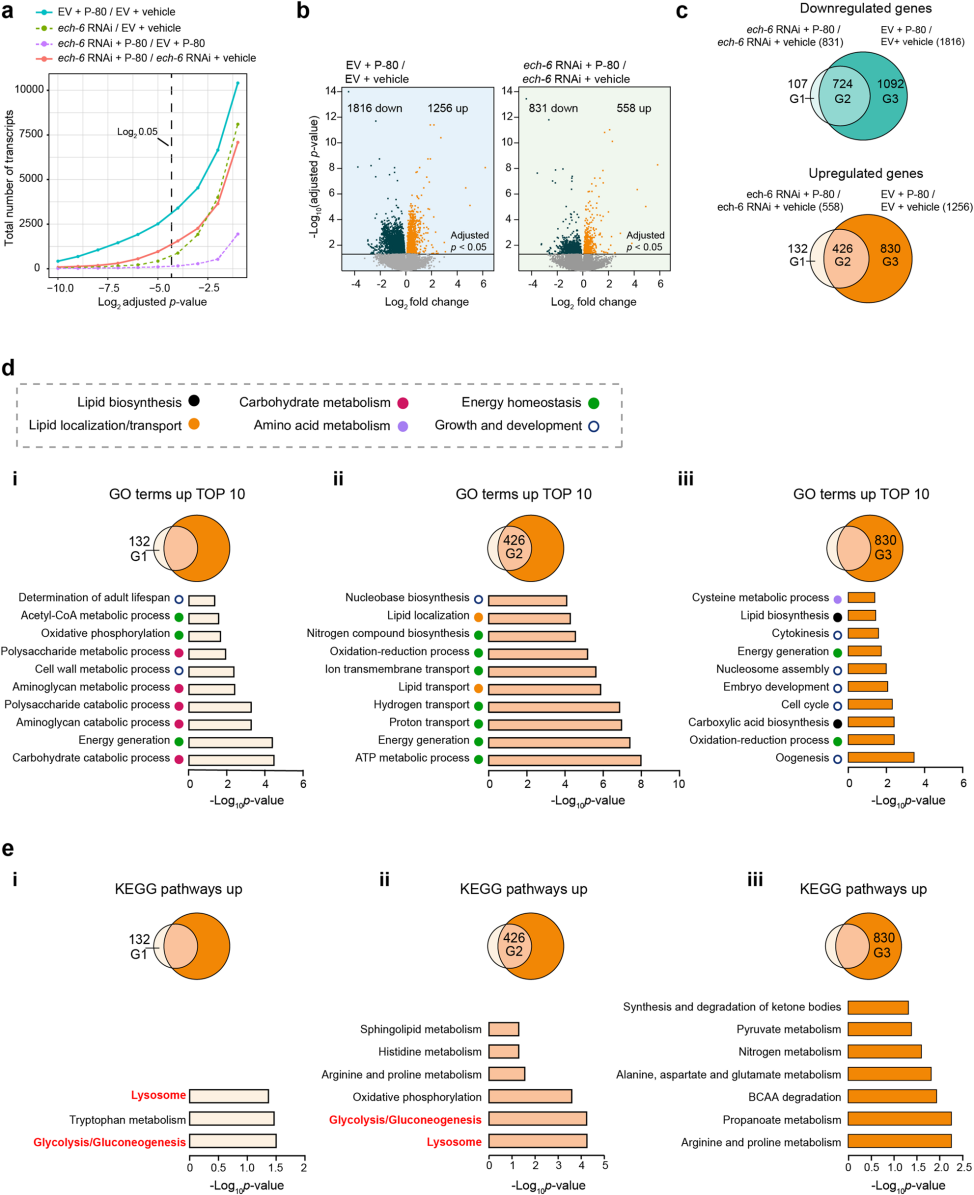
Dietary fat provokes activation of a core set of biological processes related to energy production and lysosomal functions. (**a**) The total number of transcripts change with adjusted *p*-values upon P-80 supplementation or depletion of *ech-6* by RNAi. An adjusted *p*-value was calculated for each transcript in the respective comparisons, i.e. between P-80-fed wild-type worms versus those fed a regular NGM diet, between *ech-6*-deficient versus wild-type worms, between P-80-fed *ech-6*-deficient versus P-80-fed wild-type worms, and between P-80-fed *ech-6*-deficient worms versus those fed a regular NGM diet. P-80 supplementation to empty vector (EV)-treated wild-type worms induces a great number of differentially expressed transcripts and the transcriptional effects of P-80 supplementation are reduced in the context of *ech-6* RNAi, as shown by the comparison between *ech-6* RNAi + P-80 and *ech-6* RNAi + vehicle. Adjusted *p*-values (Benjamini–Hochberg method) < 0.05 was used to determine the statistical significance of the difference. (**b**) Volcano plots depicting differentially expressed transcripts induced by P-80 supplementation in empty vector (EV)- and *ech-6* RNAi-treated worms. Adjusted *p*-values (Benjamini–Hochberg method) < 0.05 was applied to define significantly up- and downregulated genes. (**c**) Venn diagrams comparing overlaps between upregulated (downregulated) genes in empty vector (EV)- and in *ech-6* RNAi-treated worms. G1, differentially down- or upregulated genes exclusively in *ech-6*-deficient worms. G2, commonly down- or upregulated genes in empty vector (EV)- and *ech-6* RNAi-deficient worms. G3, down- or upregulated genes exclusively in empty vector (EV)-treated worms. (**d**) Gene ontology enrichment analysis of upregulated genes belonging to G1, G2, and G3, respectively. GO terms were considered significantly enriched for a modified Fisher’s Exact *p*-value < 0.05 (an EASE score). (**e**) KEGG pathway enrichment analysis of upregulated genes belonging to G1, G2, and G3, respectively. Pathways were considered significantly enriched for a modified Fisher’s Exact *p*-value < 0.05 (an EASE score). See also Fig. S5 and Supplementary Table S3.

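The difference between the P-80 effects in *ech-6* RNAi and EV worms was tested directly as an interaction in the same fit. No gene had an adjusted interaction p-value under 0.05 (limma's moderated test, two-sided; smallest 0.0511), and 1168 genes had an unadjusted p under 0.05. With vehicle, *ech-6* RNAi raised 386 genes and lowered 194 relative to EV, and with P-80 it raised 94 and lowered 44. In 552 and 133 of these genes, respectively, the groups did not overlap; over all genes this held for 13.1% and 4.62%. With vehicle the counts depended strongly on the fit: fitting only the groups compared gave 571 higher and 878 lower, and leaving out 1 sample gave from 166 to 550 higher and from 42 to 353 lower. Among genes averaging at least 1 CPM the largest rise with vehicle was in *C09B8.4* (WBGene00015623; X, 6018442 to 6019936), from 1.66 ± 0.398 CPM (SD, n = 4) to 17.9 ± 5.37 CPM, a log2 fold change of 3.41 (adjusted p = 4.24e-06). *acdh-2* (WBGene00015894; II, 5544778 to 5547492) rose from 9.83 ± 1.01 CPM to 69.1 ± 18.5 CPM, a log2 fold change of 2.78 (adjusted p = 1.32e-05), and *parg-2* (WBGene00004052; IV, 8712408 to 8715132) rose by 2.27 on the log2 scale (adjusted p = 0.00119). The largest fall was in *nduo-2* (WBGene00010961), with a log2 fold change of -1.68 (standard error 0.33, adjusted p = 0.00780). *F20G2.5* (WBGene00008988; V, 13771509 to 13773700) followed with -1.46 (adjusted p = 0.00637), and *cnc-2* (WBGene00000556; V, 1449665 to 1450183) with -1.42 (adjusted p = 8.95e-04).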

Next, we asked to what extent the transcriptional changes induced by P-80 supplementation in wild-type worms were different from those upon knockdown of *ech-6*. We compared up- and downregulated transcripts by P-80 supplementation in wild-type worms to those in *ech-6*-silenced worms (Fig. 5c), which can be categorized into three groups: (G1) up- or downregulated transcripts exclusively in *ech-6*-silenced worms; (G2) up- or downregulated transcripts co-existing in both wild-type and *ech-6*-silenced worms; (G3) up- or downregulated transcripts specific to wild-type worms (Fig. 5c). 

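By the same calls, 109 genes were higher with P-80 only in *ech-6* RNAi worms (G1), 410 in both (G2) and 967 only in EV worms (G3). Of the genes lower with P-80, 152 fell in G1, 753 in G2 and 1052 in G3. A single gene was called in both comparisons with opposite directions. Of the higher G1 genes, 98 (89.9%) also had a positive log2 fold change in EV, and 49 had an unadjusted p under 0.05 there. Of the higher G3 genes, 874 (90.4%) were also positive in *ech-6* RNAi worms, and 318 had an unadjusted p under 0.05. Among the lower genes the same direction held for 139 (91.4%) of G1 and 985 (93.6%) of G3. For the higher G1 genes the median log2 fold change was 0.13 in EV and 0.27 in *ech-6* RNAi worms, and that of the higher G3 genes 0.32 and 0.13. For the lower genes these medians were -0.33 and -0.82 in G1, and -0.48 and -0.22 in G3. In no group did a gene's interaction pass the threshold over all genes; at an unadjusted p under 0.05 it did for 25 of the higher G1 genes, 280 of the higher G3 genes, 32 of the lower G1 genes and 191 of the lower G3 genes. Without the mean-variance trend, the groups of higher genes held 36 genes in G1 and 186 in G2, and the groups of lower genes 55 in G1 and 171 in G2.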

Function enrichment analysis of the transcripts from each group revealed that catabolic pathways such as carbohydrate catabolic process, aminoglycan catabolic process and polysaccharide catabolic process were overrepresented exclusively in the upregulated genes in *ech-6*-silenced worms upon P-80 supplementation (G1) (Fig. 5d; Supplementary Table S3). 

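Gene families were tested among the higher and lower genes of each group by one-sided Fisher's exact tests against all 19750 genes, with Benjamini-Hochberg adjustment over 84 tests of 14 families. The families were defined by gene symbol, by the annotation's description or by a list, and the ontology terms of the paper were not used here. Of the 84 tests 20 passed the threshold, and between 14 and 23 passed over the alternative settings, the fewest when only genes averaging at least 1 CPM were kept. Of the 33 lysozyme and chitinase genes, which act on aminoglycans and polysaccharides, 2 were among the higher G1 genes where 0.182 were to be found by chance (adjusted p = 0.0544). These were *lys-4* and *lys-5*, named after their values were seen. *lys-4* rose by 0.69 on the log2 scale (standard error 0.17, adjusted p = 0.0187 from limma) and *lys-5*, which has few reads, by 2.78 (standard error 0.73, adjusted p = 0.0262). In all 33 genes, 3 were higher and 2 lower with P-80 in *ech-6* RNAi worms over all genes tested, and 6 and 4 when adjusted over the family alone. The interaction passed for none of them, and 2 had an unadjusted p under 0.05.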

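The list of 19 genes of fatty acid synthesis, elongation and desaturation held 5 genes among the higher G3 genes, where chance gives 0.930 (one-sided Fisher's exact test, adjusted p = 0.00900). They were *pod-2*, *elo-1*, *elo-2*, *elo-5* and *elo-8*. With quantile normalization, with centring and with the low genes left out this family was no longer past the threshold, and it was past it in 9 of the 16 fits that left out 1 sample. A further 3 genes, *fat-1*, *fat-3* and *fat-5*, were in G2 (chance 0.394, adjusted p = 0.0314). The median log2 fold change of the list with P-80 was 0.15 in EV and 0.05 in *ech-6* RNAi worms. The interaction passed the threshold over all genes for none of the 19, with 5 at an unadjusted p under 0.05; adjusted over the list, it passed for 4 genes, *elo-2*, *elo-5* and *pod-2* downward and *fasn-1* upward. The elongase gene *elo-2* (WBGene00001240; IV, 17466062 to 17467408, minus strand) had 6.74 ± 0.063 log2 CPM (SD, n = 4) in EV + vehicle and 7.23 ± 0.058 in EV + P-80. In *ech-6* RNAi worms it had 6.81 ± 0.074 with vehicle and 6.86 ± 0.046 with P-80. Its log2 fold change with P-80 was 0.49 in EV (adjusted p = 1.80e-06) and 0.05 in *ech-6* RNAi worms (adjusted p = 0.609). The interaction was -0.44 (standard error 0.066, adjusted p = 0.0511 over all genes and 4.92e-05 over the list), and its adjusted p-value ran from 0.0126 to 0.405 over the alternatives and the fits that left out 1 sample. *elo-5* (WBGene00001243; IV, 5374616 to 5377117, minus strand) rose by 0.34 in EV (adjusted p = 5.83e-05), and its log2 fold change was -0.01 in *ech-6* RNAi worms (adjusted p = 0.913). Its interaction was -0.35 (standard error 0.061, adjusted p = 0.156 over all genes and 1.50e-04 over the list). *elo-2* and *elo-5* were singled out after their values were seen.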

Anabolic pathways including lipid biosynthesis and carboxylic acid biosynthesis were enriched among the upregulated genes exclusively present in wild-type worms (G3) (Fig. 5d; Supplementary Table S3). On the other hand, biological processes involved in energy homeostasis and lipid transport were enriched among the commonly upregulated transcripts in both wild-type and *ech-6*-silenced worms (G2) (Fig. 5d; Supplementary Table S3). 

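The vitellogenins carry lipid from the intestine to the oocytes. All 6 vitellogenin genes were higher with P-80 in both EV and *ech-6* RNAi worms, where chance gives 0.125 genes of the family in the group of higher G2 genes (one-sided Fisher's exact test, adjusted p = 1.62e-09). Their median log2 fold change was 0.84 in EV and 0.60 in *ech-6* RNAi worms, and it stayed positive with quantile normalization (0.80 and 0.53) and with centring (0.93 and 0.69). With the mean of the hedgehog-related genes added as a covariate for developmental timing, the medians were 0.48 and 0.31. That covariate itself differs between the groups, so a shift in timing cannot be told apart from other effects of P-80. The largest change in EV was in *vit-1*, with 1.14 (standard error 0.18, adjusted p = 3.80e-04 from limma), against 0.87 in *ech-6* RNAi worms (adjusted p = 0.00688). All 6 had a negative interaction, with a median of -0.22, but none had an unadjusted interaction p under 0.05. *ech-6* RNAi alone changed none of them, over all genes or at an unadjusted p under 0.05.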

Taken together, these results suggest that genes involved in energy homeostasis and lipid transport represent a core set of high-fat responsive genes, regardless of the expression of *ech-6*, while lipid biosynthesis and carbohydrate catabolism are conditionally upregulated, depending on *ech-6*.

To determine the specific pathways in which each group of upregulated genes was involved, we performed KEGG pathway enrichment analysis. Pathways involving lysosome, glycolysis/gluconeogenesis, and oxidative phosphorylation were identified as the top 3 most significantly enriched pathways among the commonly upregulated transcripts present in both wild-type and *ech-6*-deficient worms (G2) (Fig. 5e; Supplementary Table S3). Moreover, lysosome and glycolysis/gluconeogenesis were again overrepresented for the upregulated transcripts exclusively present in *ech-6*-deficient worms (G1) (Fig. 5e; Supplementary Table S3), highlighting the importance of these pathways upon *ech-6* deficiency upon fat supplementation. In addition to the two pathways, tryptophan metabolism was found as another upregulated pathway in the context of *ech-6* RNAi (Fig. 5e; Supplementary Table S3). 

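Of the 102 lysosomal genes of Fig. 6a, 14 were among the higher G2 genes, where chance gives 2.12 (one-sided Fisher's exact test, adjusted p = 3.01e-07). The 20 genes of the vacuolar ATPase, the proton pump of the lysosome, had 7 there (chance 0.415, adjusted p = 1.02e-06). The lysosomal list holds some of the same genes: *vha-3*, *vha-4*, *vha-5* and *vha-6* are in both counts, so these enrichments are not independent. The list of 26 genes of glycolysis and gluconeogenesis had 6, *pfk-1.1*, *enol-1*, *pyk-1*, *ldh-1*, *pck-2* and *fbp-1* (chance 0.540, adjusted p = 1.17e-04). Of 45 genes described as parts of the respiratory chain, 4 were in G2, where chance gives 0.934 (adjusted p = 0.0544). Over the glycolysis genes the median log2 fold change was 0.08 in EV and 0.10 in *ech-6* RNAi worms, with 22 of 26 positive in each. For the respiratory chain genes it was 0.06 in EV, with 38 of 45 positive, and 0.07 in *ech-6* RNAi worms, with 30 positive. These medians stayed positive with quantile normalization and with centring.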

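The higher G1 genes included 10 of the lysosomal genes, where chance gives 0.563 (one-sided Fisher's exact test, adjusted p = 4.04e-09), and 3 vacuolar ATPase genes (chance 0.110, adjusted p = 0.00133). With each sample centred on its median no vacuolar ATPase gene was left in that group. *vha-16* and *vha-19* are counted in both families. With voom weights these genes also passed the threshold in EV (adjusted p = 0.0425 and 0.0436 from limma), which takes them out of G1. The glycolysis list had 3 genes in G1, *aldo-1*, *aldo-2* and *gpd-3* (chance 0.143, adjusted p = 0.00271). *gpd-3* rose by 0.20 with P-80 in *ech-6* RNAi worms (adjusted p = 0.00590 from limma) and by 0.11 in EV (adjusted p = 0.0667). *aldo-2* rose by 0.16 (adjusted p = 0.0101) and by 0.10 (adjusted p = 0.0672), respectively. Over the 26 glycolysis genes the P-80 effect differed between *ech-6* RNAi and EV worms for none over all genes tested, and for 1 at an unadjusted p under 0.05.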

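The tryptophan list held *tdo-2*, *kynu-1*, *afmd-1*, *haao-1*, *kmo-1*, *nkat-1* and *nkat-3*. One of these 7 genes, *haao-1*, was among the higher G1 genes, where chance gives 0.0386 (one-sided Fisher's exact test, adjusted p = 0.128). *haao-1* rose by 0.21 with P-80 in *ech-6* RNAi worms (standard error 0.061, adjusted p = 0.0438 from limma). *kynu-1* was higher in both: by 0.48 in EV (adjusted p = 2.24e-05) and by 0.28 in *ech-6* RNAi worms (adjusted p = 0.00513). The median log2 fold change of the list was 0.16 in *ech-6* RNAi worms and -0.03 in EV; with centring the EV median was 0.05. None of the 7 genes had an interaction past the threshold, and 2 had an unadjusted p under 0.05.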

As opposed to the specific upregulation of lysosome and glycolysis/gluconeogenesis upon knockdown of *ech-6* (Fig. 5e; Supplementary Table S3), a number of pathways regulating various aspects of metabolism were enriched among the upregulated transcripts specific to wild-type worms upon P-80 supplementation (G3) (Fig. 5e; Supplementary Table S3). Among those were pathways involving amino acid metabolism such as BCAA degradation, and alanine, aspartate and glutamate metabolism, short chain fatty acid propanoate metabolism, and pyruvate and ketone body metabolism (Fig. 5e; Supplementary Table S3). 

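Of 16 genes of branched-chain amino acid degradation, 5 were among the higher G3 genes, where chance gives 0.783 (one-sided Fisher's exact test, adjusted p = 0.00433). These were *dbt-1*, *ivd-1*, *acdh-9*, *alh-8* and *mce-1*, with log2 fold changes in EV of 0.13, 0.19, 0.26, 0.25 and 0.23 (adjusted p = 0.0454, 0.00861, 0.0197, 0.00322 and 0.0284 from limma). The excess of this family among the higher G3 genes passed the threshold in 10 of the 16 fits that left out 1 sample. *gta-1* was higher in both EV and *ech-6* RNAi worms, by 0.27 and 0.24. The median log2 fold change of the 16 genes was 0.14 in EV and 0.05 in *ech-6* RNAi worms. Adjusted over the 16 genes alone, 7 were higher in EV and 2 in *ech-6* RNAi worms. The interaction passed for none of the 16, with 2 at an unadjusted p under 0.05. Other pathways in this group were not analysed here.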

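Among the 141 collagen genes, which make the cuticle, 52 were lower with P-80 in both EV and *ech-6* RNAi worms (G2), where chance gives 5.38 (one-sided Fisher's exact test, adjusted p = 1.49e-35). A further 18 were higher in both (chance 2.93, adjusted p = 1.17e-08), an excess that was absent without the mean-variance trend and with the robust fit, and that passed the threshold in 11 of the 16 fits that left out 1 sample. The median log2 fold change of the family was -0.46 in EV and -0.56 in *ech-6* RNAi worms, and it stayed negative with quantile normalization (-0.34 and -0.48) and with centring (-0.37 and -0.47). Of the 51 hedgehog-related genes, 17 were lower in both (chance 1.94, adjusted p = 7.81e-11). Their median log2 fold change was -1.07 in EV and -0.73 in *ech-6* RNAi worms. Of the 65 histone genes, 11 were lower only in EV worms (G3; chance 3.46, adjusted p = 0.00373). The median change of the histone genes in EV was -0.06, but 0.01 with quantile normalization and 0.03 with centring. Histone genes have near-identical copies, and how the counting split their reads is uncertain. For none of the 3 families did a gene's interaction pass the threshold; 27 collagen, 2 hedgehog-related and 5 histone genes had an unadjusted p under 0.05.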

Functional enrichment analysis of the downregulated transcripts revealed few enrichments, except for processes related to growth and development, which were found in the downregulated gene clusters commonly present in both wild-type and *ech-6*-deficient worms (G2) (Fig. S5a) and in those exclusively in wild-type worms (G3) (Fig. S5b; Supplementary Table S3). Taken together, these results suggest that supplementation of P-80 rather upregulates energy production and lysosome-related processes upon *ech-6* deficiency, as opposed to a broader metabolic influence in wild-type worms involving stimulation of other processes such as lipid biosynthesis, various amino acid metabolic pathways, and pyruvate and ketone body metabolism.

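Counted over all members rather than by group, the number of genes higher with P-80 in EV and in *ech-6* RNAi worms (adjusted p-value under 0.05) was 10 and 10 for the vacuolar ATPase, 9 and 9 for glycolysis, 8 and 3 for fatty acid synthesis, and 6 and 1 for branched-chain amino acid degradation. From the enrichments among the higher G2 genes, the paper proposes that genes of energy homeostasis and lipid transport are a core response to fat. From those in G1 and G3 it proposes that P-80 raises energy production and lysosomal processes when *ech-6* is deficient, and that it has a broader metabolic effect in wild-type worms.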

### Upregulation of *lipl-4* underlies fat diet-mediated lifespan effects upon* ech-6* deficiency

Given that the lysosomal pathway emerged as one of the most significantly upregulated pathways by P-80 supplementation, particularly upon *ech-6* deficiency (Fig. 5e), we asked whether upregulation of lysosomal genes could be relevant to the effects of the P-80 diet on the lifespan of *ech-6*-deficient worms. To address this, we profiled the expression of lysosomal genes and found that the majority was significantly upregulated after P-80 supplementation to *ech-6*-deficient worms (Fig. 6a). 

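Fig. 6a names 102 lysosomal genes, and all of them were in the deposited values. With P-80 in *ech-6* RNAi worms, 24 of them (23.5%) were higher and 6 lower (limma's moderated test, adjusted p-value under 0.05 over all genes), and 72 were neither. Adjusted over the 102 genes alone, 33 were higher and 10 lower. The log2 fold change was positive for 66 genes, with a median of 0.08, which became 0.10 with quantile normalization and 0.16 with centring. Centring moved the number of higher genes to 39, and leaving out the mean-variance trend moved it to 8. In EV worms, 19 of the genes were higher with P-80 and 13 lower, or 31 and 16 when adjusted over the list, and 62 had a positive log2 fold change. The EV median was 0.09, or 0.11 with quantile normalization and 0.18 with centring. By these medians the list did not rise more in *ech-6* RNAi worms than in EV. Higher in both were 14 genes, and 10 were higher only in *ech-6* RNAi worms, 9 of these with a positive log2 fold change in EV. The interaction passed the threshold for none of the 102 genes, and 10 had an unadjusted p under 0.05.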

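Ranked by log2 fold change with P-80 in *ech-6* RNAi worms, the lysosomal genes past the threshold began with *asm-3* (1.50), *lipl-1* (1.36), *asm-2* (1.08), *lipl-4* (1.01) and *asah-1* (0.90). *lipl-3* (0.88), *cpr-4* (0.72), *cpr-1* (0.67), *cpr-5* (0.62) and *lipl-7* (0.45) followed. The next gene was *nuc-1*, at 0.34 (adjusted p = 0.0249 from limma). In EV worms 7 of the 10 genes were also higher with P-80 over all genes tested, and *asm-3*, *lipl-1*, *asm-2*, *asah-1* and *cpr-5* rose by more there (1.86, 1.73, 1.45, 0.95 and 0.69).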

To search for candidate genes that account for P-80-mediated longevity effect in *ech-6*-deficient worms, we focused on the top 10 upregulated lysosomal genes (Fig. 6b). 4 out of 10 genes encode lysosomal lipases including *lipl-1*, *lipl-3*, *lipl-4*, and *lipl-7*, while the other 6 genes are involved in sphingolipid metabolism and proteolysis, including *asah-1*, *asm-2*, and *asm-3* for sphingolipid metabolism, and *cpr-1, cpr-4,* and *cpr-5* for proteolysis (Fig. 6b). 

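*lipl-1* (WBGene00010062; V of WBcel235, 12919986 to 12921692) had 3.47 ± 0.23 log2 CPM (SD, n = 4) in *ech-6* RNAi + vehicle and 4.83 ± 0.14 with P-80 (adjusted p = 5.04e-08 from limma). In EV it had 3.31 ± 0.13 with vehicle and 5.04 ± 0.072 with P-80 (adjusted p = 1.09e-09). *lipl-3* (WBGene00020016; V, 521595 to 524218) had -0.02 ± 0.32 and 0.86 ± 0.25 in *ech-6* RNAi worms (standard error of the difference 0.26, adjusted p = 0.0496, from 0.0272 to 0.160 over the alternatives). This rise of *lipl-3* passed the threshold in only 4 of the 16 fits that left out 1 sample. In EV its change of 0.48 gave an adjusted p = 0.242, and between 7 and 37 reads per sample were counted on it. *lipl-4* (WBGene00019376; V, 6550171 to 6552186) had 0.40 ± 0.31 in EV + vehicle, 0.39 ± 0.42 in EV + P-80, -0.70 ± 0.26 in *ech-6* RNAi + vehicle and 0.31 ± 0.40 in *ech-6* RNAi + P-80, from 11 to 47 reads per sample. Its rise with P-80 in *ech-6* RNAi worms (standard error 0.26) had an adjusted p = 0.0265, from 0.0107 to 0.0659 over the alternatives, and passed the threshold in 9 of the 16 fits that left out 1 sample. It started from a level lower than in EV (adjusted p = 0.0293 for *ech-6* RNAi against EV with vehicle, from 0.0105 to 0.0906). The change in EV was -0.01 (adjusted p = 0.983; 0.12 with quantile normalization and 0.07 with centring), and the interaction was 1.02 (standard error 0.37, adjusted p = 0.764 over all genes and 0.452 over the 102 lysosomal genes). *lipl-7* (WBGene00008510; IV, 10239278 to 10241823) had 4.01 ± 0.11 and 4.45 ± 0.080 in *ech-6* RNAi worms (adjusted p = 9.28e-04), and rose by 0.25 in EV (adjusted p = 0.0187). It lies next to *ech-8* (10236626 to 10239176) on the same strand. Of the 6 genes that are not lipases, *asm-3* (adjusted p = 5.68e-05), *asm-2* (1.43e-05), *asah-1* (4.17e-05) and *cpr-5* (6.05e-05) were far past the threshold, and *cpr-4* (0.0116) and *cpr-1* (0.0232) nearer to it. *cpr-4* was also lower in *ech-6* RNAi than in EV with vehicle, by a log2 fold change of -0.63 (adjusted p = 0.0378). Adjusted over the 10 genes alone, all 10 were higher in *ech-6* RNAi worms and 8 in EV; since the list was picked on these data, this shows no stability. None of the 10 had an interaction past the threshold, and 3 had an unadjusted p under 0.05.

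**Figure D2:**
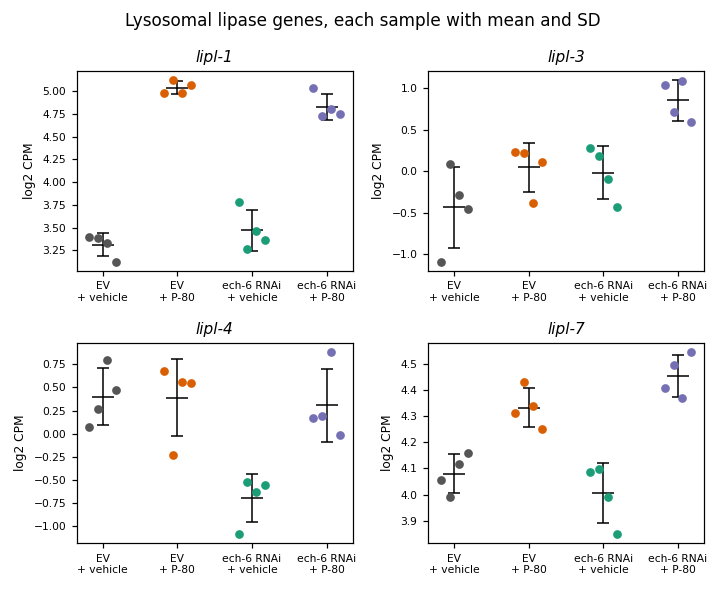
Expression of the 4 lipase genes *lipl-1*, *lipl-3*, *lipl-4* and *lipl-7* in log2 CPM (vertical axes, each with its own range) in the 4 groups; each point is 1 of 4 samples, with the mean and SD as lines. For *lipl-4* the *ech-6* RNAi + vehicle samples, with a mean of -0.70, sit below those of the 3 other groups.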

Lipases break down complex fat molecules such as triglycerides into their component fatty acids and glycerol molecules through hydrolysis of ester bonds so as to provide substrates for energy production or storage^40^. Given the fact that the ester bond linking oleate to the hydrophilic group in the P-80 compound is similar to that in triglycerides, we hypothesized that the upregulated lipases in *ech-6*-deficient worms after P-80 supplementation may facilitate the digestion of P-80 for an ultimate breakdown. The lysosomal lipase LIPL-4 is the most well-characterized in relation to fat metabolism and longevity in *C. elegans* and overexpression of *lipl-4* has been shown to promote fat mobilization and adjust mitochondrial activity^41–44^. Therefore, we asked whether overexpression of *lipl-4* mimics the effect of P-80 supplementation on the lifespan of *ech-6*-deficient worms by promoting endogenous fat mobilization. To do this, we developed an integrated version of a transgenic strain that expresses *lipl-4* under its own promoter^42,44^ and characterized their lipid profiles using UPLC-MS-based lipidomics. We found that overexpression of *lipl-4* in *ech-6*-deficient worms significantly reduced the level of almost all triglyceride species and that of total triglycerides content (Fig. 6c,d; Supplementary Table S2), indicating that these fats were released by overexpressing *lipl-4* for energy production. Given that feeding *ech-6*-deficient worms with P-80 restored the lifespan to a near-normal level, we next examined whether enhancing endogenous fat utilization through overexpression of *lipl-4* similarly benefits the lifespan of *ech-6*-deficient worms. Indeed, overexpressing *lipl-4* fully rescued the lifespan of *ech-6*-deficiency (Fig. 6e; Supplementary Table S1). Altogether, our data support that enhanced lysosomal lipolysis restores lipid mobilization and lifespan, similar to P-80 supplementation, when *ech-6* function is impaired.

**Figure 6:**
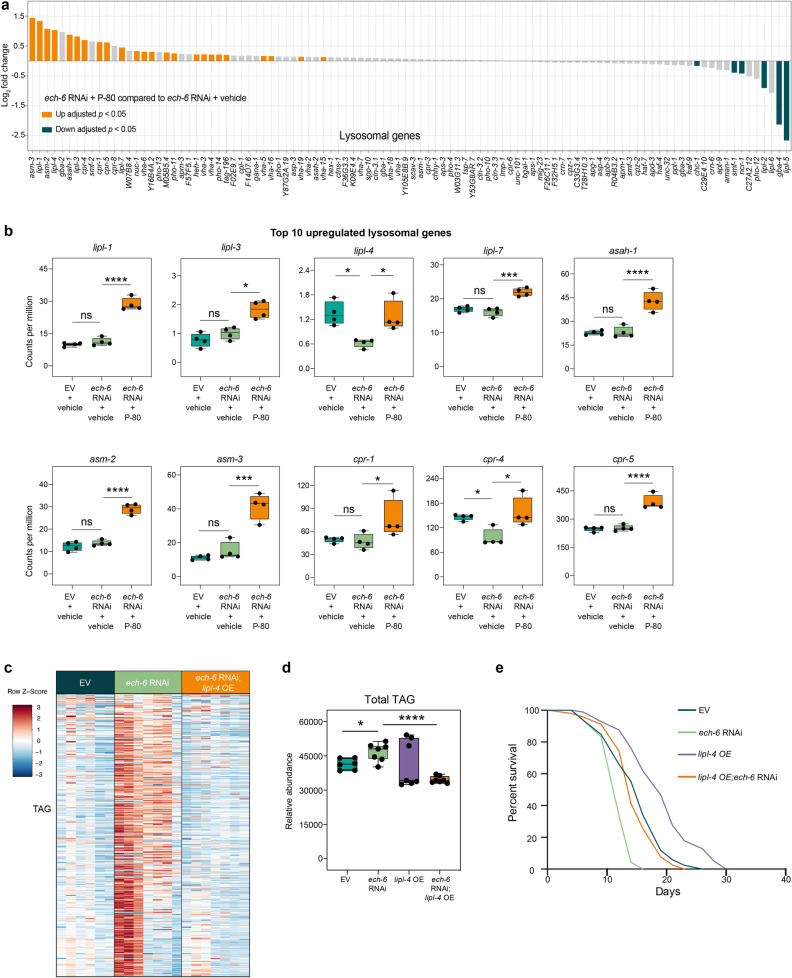
Overexpression of *lipl-4* promotes fat mobilization and restores the lifespan of *ech-6*-deficient worms. (**a**) Expressional changes of lysosome genes induced by P-80 supplementation in *ech-6*-deficient worms as compared to *ech-6*-deficient worms fed a regular NGM diet. 24 and 6 lysosome genes were respectively up- and downregulated. Adjusted *p*-values (Benjamini–Hochberg method) < 0.05 was considered significantly different. (**b**) Selection of the top 10 significantly upregulated transcripts in (A). 4 out of 10 upregulated transcripts encode lysosome lipases including *lipl-1*, *lipl-4*, *lipl-3*, and *lipl-7*. Adjusted *p*-values (Benjamini–Hochberg method) < 0.05 was considered significantly different. (**c**) Heatmap showing that overexpression of *lipl-4* decreases the level of triacylglycerols (TAG) upon knockdown of *ech-6* as compared to that in worms treated with *ech-6* RNAi alone. The lipid species of triacylglycerols were ordered from top to bottom by acyl chain length. (**d**) Quantification of the total amount of TAG showing that overexpression of *lipl-4* decreases the total TAG content upon knockdown of *ech-6* as compared to that in worms treated with *ech-6* RNAi alone. (**e**) Survival curves of worms overexpressing *lipl-4* subjected to *ech-6* RNAi showing that *lipl-4* overexpression restores the lifespan of *ech-6*-depleted worms to near-wild type levels (*p* = 0.2631, comparing *lipl-4* OE;*ech-6* RNAi to empty vector (EV), log-rank test). See also Table S1 for lifespan data and Table S2 for triacylglycerol measurement. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant; one-way ANOVA.

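Of the 102 lysosomal genes, those lower with P-80 in *ech-6* RNAi worms were *chc-1*, *smf-1*, *ncr-1*, *lipl-2*, *gba-4* and *lipl-5*. Their log2 fold changes were -0.16, -0.41, -0.42, -0.89, -2.10 and -2.64 (adjusted p = 0.0334, 0.0177, 0.00102, 4.99e-05, 9.80e-09 and 1.14e-12 from limma). All 6 were also lower with P-80 in EV worms, with log2 fold changes of -0.22, -0.43, -0.58, -0.76, -2.05 and -2.34.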

## Discussion

In this study, we uncover the interactions between *ech-6* and fat diets in regulation of lifespan in *C. elegans*. Upon fat supplementation, decreasing the expression of *ech-6* rendered worms resistant to the deleterious effects of a fat-enriched diet on lifespan. However, under normal dietary conditions, knocking down *ech-6* shortened lifespan. The gene *ech-6* encodes a protein in BCAA catabolism. Knocking down *ech-6* resulted in amino acid accumulation and inhibited metabolic activity, thereby causing energy crisis and suppressing physiological activities that are dependent on energy homeostasis. Supplementation of fat to *ech-6*-deficient worms prevented the lifespan decrease and partially restored the physiological functions essential for growth and fitness. UPLC-MS-based lipidomics revealed that although dietary fat supplementation profoundly altered lipid profiles in wild-type worms particularly by increasing storage lipids triacylglycerols, the effect of fat-enriched diets on lipid content was abolished in *ech-6*-deficient worms. Using a transcriptomics approach followed by confirmation experiments, we identified that upregulation of lysosomal activity for instance by overexpression of lysosomal lipase *lipl-4* underlies the lifespan response to fat diets upon *ech-6* deficiency. Together, these results emphasize a role of ECH-6 in regulating metabolic flexibility by virtue of upregulation of lysosomal pathway in response to dietary fat overload and in turn affecting lifespan.

In this work, we unraveled a new connection between *ech-6* and fat-enriched diets in modulating aging through their interactive effects on energy metabolism in *C. elegans*. As illustrated in the model shown in Fig. 7, we suggest that worms grown on a normal diet are metabolically flexible, which enables them to switch efficiently between available nutrient sources and to maintain energy homeostasis^45^. This in turn leads to a normal lifespan (Fig. 7a). When worms are exposed to excessive dietary fat, this metabolic balance is interrupted, leading to reduced mitochondrial function, increased lipid biosynthesis and accumulated lipids, and in turn causing premature aging and shortened lifespan (Fig. 7a). In contrast, this situation is completely changed when the expression of *ech-6* is reduced in these worms. *ech-6* encodes an enoyl-CoA hydratase based on the homology with the human ECHS1 and is likely involved in the degradation of branched-chain amino acids valine and isoleucine^31,32^. We hence propose that upon knockdown of *ech-6—*when energy from branched-chain amino acids becomes unavailable—these worms go through an adaptive state that increases reliance on other nutrient sources such as fat (Fig. 7b). This hypothesis is supported by our findings that worms with reduced expression of *ech-6* do not accumulate fat when exposed to a fat-enriched diet (Fig. 4e–h). This adaptation allows them to cope better with the load of dietary fat and thereby to prevent premature aging induced by a fat-enriched diet (Fig. 7b). Knockdown of *ech-6* on the other hand leads to a metabolic crisis driven by disrupted BCAA degradation and suppressed mitochondrial respiration, in turn resulting in accelerated aging. However, this metabolic crisis is ameliorated by either supplying additional oleate-enriched fat to *ech-6*-deficient worms or by boosting endogenous fat mobilization for energy production through overexpression of *lipl-4* (Fig. 7b).

**Figure 7:**
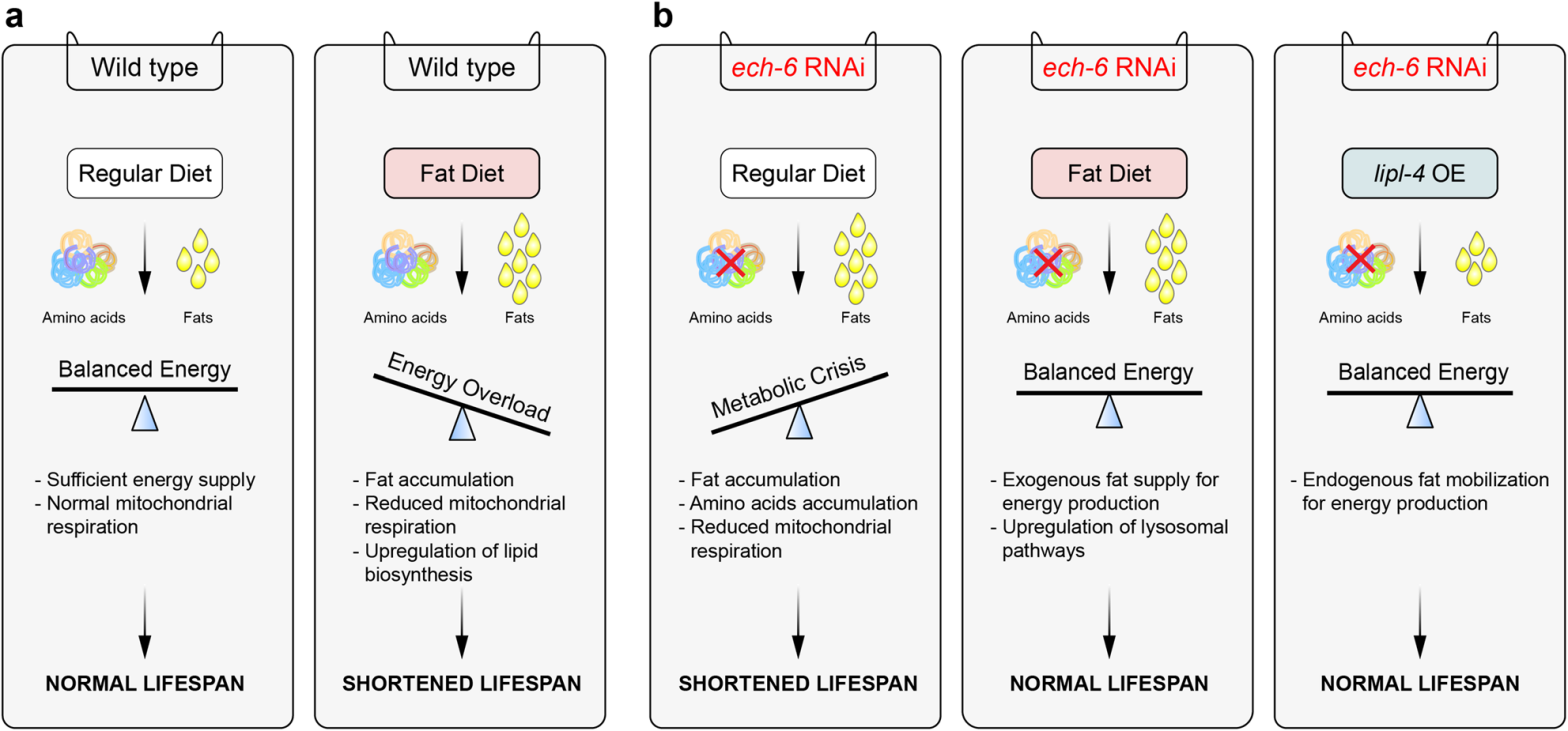
Model for hypothetic interactions between *ech-6, lipl-4,* a fat diet, and lifespan. (**a**) On a regular diet, worms have sufficient energy supply from mitochondria to maintain a homeostatic balance between energy production and energy consumption. As such, worms display a normal lifespan. However, when worms are exposed to excessive dietary fat, lipid overload disturbs energy homeostasis, suppresses mitochondrial respiration, causes fat accumulation, and ultimately leads to a shortened lifespan. (**b**) Knockdown of *ech-6* engenders metabolic crisis under normal dietary conditions by disrupting branched-chain amino acid degradation, inhibiting mitochondrial respiration, and resulting in fat and amino acids accumulation, which in turn causes insufficient energy production and lifespan reduction. This disrupted energy balance can be restored by either supplying dietary fat to *ech-6*-depleted worms or by enhancing endogenous fat mobilization for energy production through overexpression of *lipl-4*.

We found that knockdown of *ech-6* shortened lifespan which was prevented by supplementation of fat consisting of oleic acid rather than of lauric acid. We speculate that the different lifespan effects between the two fat diets could be due to two reasons: (1) P-20 and P-80 differ in their constituent fatty acids, oleic acid versus lauric acid and the latter of which releases around 1.5 times more ATP when fully broken down. Feeding *ech-6*-deficient worms with either fat diet had marginal effects on the level of TAG compared to the effects observed in wild-type worms upon dietary fat feeding. This suggests that the additional fat in *ech-6*-deficient worms was primarily catabolized through fatty acid β-oxidation. Therefore, due the lower capacity of P-20 to produce energy compared to that of P-80, it is possible that the concentration we tested in our study may not suffice to extend the lifespan of *ech-6*-deficent worms; (2) supplementing P-80 to *ech-6*-deficient worms had greatly reduced effects on glycerophospholipid profiles, whereas this attenuation was not observed when *ech-6*-deficient worms were fed with the P-20 diet. Glycerophospholipids are major components of membranes, alterations of which will inevitably affect various aspects of cell functions and lifespan.

We show that knockdown of *ech-6* substantially reduced lifespan^35^ and mitochondrial respiration. A closer investigation of this gene from a previous study showed the function of the encoded protein ECH-6 in degradation of propionate through the propionate shunt pathway^35^, in addition to the initially predicated function in the breakdown of BCAA in *C. elegans*^46^. Perturbations in the propionate shunt pathway, especially through depletion of *ech-6,* could result in accumulation of propionate and intermediates such as acrylyl-CoA—the substrate of ECH-6—to toxic levels^35^. Therefore, we presume that knockdown of *ech-6* incurs damages to mitochondria partially due to the production of those toxic metabolites.

Amino acids, particularly alanine, were significantly increased upon *ech-6* RNAi (Fig. S1). Alanine is one of 13 exclusively glucogenic amino acids that can feed into the TCA cycle. The increase in alanine upon *ech-6* RNAi may suggest a reduction in amino acids catabolism for energy metabolism. As to the significance of increase in alanine levels, previous studies have provided some insights. For example, increasing alanine levels through supplementation extends lifespan of *C. elegans*^47^. The metabolism from alanine to pyruvate may play a role as pyruvate supplementation also promotes longevity in *C. elegans*^48^. On the other hand, alanine supplementation in mice also showed protection against obesity due to high-fat diet feeding^49^. In line with these metabolomic data, the glutamate, alanine and branched chain amino acid catabolic pathways were upregulated in our RNAseq data upon P-80 supplementation (Fig. 5e). Although each of these amino acid pathways has been implicated in longevity^47,50,51^, in the context of P-80 supplementation we think this transcriptional upregulation is a result of cellular metabolic rewiring which warrants further study.

Our work shows that supplementation of P-80 and S-80, dietary fat that primarily contains oleic acid, shortened lifespan in *C. elegans*. In line with our findings, another study also reported that oleic acid supplementation negatively affected the lifespan of wild type N2 worms^52^. However, other studies that tested the lifespan effects of oleic acid have came to different conclusions, with both positive^36,53^ and no effects^54,55^ observed. Therefore, further studies are warranted to clarify whether the contradiction is the result of different concentrations of oleic acid used and/or different protocols of oleic acid supplementation adopted in these studies.

*Caenorhabditis elegans* are maintained on bacterial monocultures, commonly the *E. coli* OP50 and the *E. coli* HT115 in laboratory conditions. Bacterial metabolism of nutrients and drugs directly influences the treatment efficacy in the host^56–58^. In this study, we cannot exclude that the lifespan-shortening effects of P-80 supplementation are the result of a combined effect conferred by bacteria and *C. elegans* metabolism. Bacterial diets differ significantly in metabolite levels including fatty acids and amino acids^8^. Considering a lower level of oleic acid in *E. coli* HT115 compared to *E. coli* OP50^8^, it would be interesting to explore if supplementation of P-80 to *C. elegans* fed on a OP50 diet further enhances the lifespan shortening phenotype observed in *C. elegans* fed on a HT115 diet.

Knocking down genes by feeding worms with RNAi bacteria is the most convenient, efficient, and economic method, which is commonly used in *C. elegans*. However, this method can have limitations such as off-target and relative variability in the RNAi effects. In this study, to exclude the potential off-target effects, we showed that *ech-6* RNAi does not alter the transcripts of any other enoyl-CoA hydratase (Fig. S4A), nor of the neighboring genes (Fig. S4B). However, it remains important to validate our findings using *ech-6* mutant worms on the role of *ech-6* in lipid metabolism and lifespan.

Taken together, our work identifies *ech-6* as a potential regulator of metabolic flexibility modulating the susceptibility towards dietary fat overload. Although a substantial loss of *ech-6* expression or function is deleterious to lifespan in both *C. elegans* and humans, it is appealing to speculate that moderate suppression of this gene such as through pharmacological approaches could improve metabolic flexibility towards fat diet without compromising health and survival. We believe that this project opens up new avenues to elucidate longevity genes involved in GxE interactions.

## Materials and methods

### *Caenorhabditis elegans* strains and bacterial feeding strains

The *C. elegans* N2 (Bristol) and *E. coli* OP50 was obtained from the *Caenorhabiditis* Genetics Center (CGC). The LIPL-4 OE strain (LRL21) is an integrated version of the GR1971 strain (mgEx779[lipl-4p/K04A8.5p::lipl-4/K04A8.5::SL2::gfp + myo-2p::mcherry])^42^ that was backcrossed 4 times to wild-type. RNAi bacterial clones are *E. coli* HT115 strains, including the clone to knock down *ech-6 (*T05G5.6*)* which was derived from Ahringer library^59^. The *ech-6* RNAi clone was confirmed by sequencing. In this study, RNAi experiments initiated at larval stage 1.

### Nematode growing conditions and RNAi experiments

*Caenorhabditis elegans* were cultured and maintained on nematode growth media (NGM) at 20 °C. Worms of each strain were cultured on plates seeded with OP50 strain *Escherichia coli*. In RNAi experiments, synchronized N2 at L1 stage were obtained by alkaline hypochlorite treatment of gravid adults and transferred onto NGM plates (containing 2 mM IPTG and 25 mg/mL carbenicillin) seeded with *E. coli* HT115 containing empty vector or *ech-6* RNAi bacteria.

### Supplementation of polysorbate 80 (P-80), span 80 (S-80) or polysorbate 20 (P-20)

Pure P-80 (Merck KGaA, catalogue number: 8.22187.0500, lot number: S736868771), S-80 (Croda) or P-20 (Merck KGaA, Catalogue number: 8.22184.0500, Lot number: S7514484809) was added into the liquid NGM agar medium before autoclaving to obtain a final concentration of 100 µM, 200 µM, or 400 µM.

### Lifespan measurements

Worm lifespan was performed as described previously^18^. In short, a synchronized population of L1 worms of each strain was obtained as described above and seeded onto NGMi (containing 2 mM IPTG and 25 mg/mL carbenicillin) plates or NGMi plates containing different concentrations of P-80, S-80 or P-20. After worms reached the last larval stage L4, these worms were then transferred onto NGMi (or NGMi + P-80/S-80) plates containing 10 µM 5-FU. Worms were scored every other day. Worms that did not react to gentle stimulation were scored as dead. Worms that crawled off the plates or displayed a protruding vulva phenotype were censored.

### Analysis of fatty acid profile using targeted mass spectrometry-based platform

Fatty acid extraction was performed as mentioned in our previous study^8^. A synchronized population of 2000 L1 worms were cultured on plates seeded with *E. coli* HT115 or *ech-6* RNAi bacteria for 2.5 days until reaching young adult stage. Worms were then collected by washing off the culture plates with M9 buffer followed by three times of washing with dH_2_O. Worm pellet was transferred to a 2 mL Eppendorf tube using a glass pipette followed by snap-freezing in liquid N_2_ and freeze-drying overnight. Worm lysate was generated using a TissueLyser II (Qiagen) (adding a 5 mm steel bead and ice-cold 0.9% NaCl solution to a dried worm pellet) for 2 × 2.5 min at a frequency of 30 times/sec. The lysate was homogenized further by a tip sonication (energy level: 40 J; output: 8 watts) on ice water. BCA assay was used for protein quantification and used for sample normalization. A 150 µg worm protein lysate was transferred in a 4 mL fatty acid free glass vial followed by adding 1 mL of freshly prepared mixture of pure acetonitrile/37% HCl (ratio 4:1, v/v) to the lysate. Deuterium-labeled internal standard mixture (5.04 nmol d5-C18:0, 2.52 nmol d4-C24:0, and 0.25 nmol d4-C26:0) was added to each vial and then the fatty acid samples were hydrolyzed by incubating at 90 °C for 2 h. After the samples were cooled down to room temperature, 2 mL hexane was added to each vial and sample were mixed by vortexing for 5 s. After 1 min centrifugation at 1000 g, the upper layer was transferred to a fatty acid free glass tube and evaporated at 30 °C under a flow of nitrogen. Fatty acid pellets were dissolved in 150 µL final solution (chloroform–methanol-water, 50:45:5, v/v/v) containing 0.0025% aqueous ammonia and then transferred to a Gilson vial for ESI–MS analysis.

### Amino acid extraction and UPLC-MS/MS analysis

Amino acid extraction and UPLC-MS/MS were performed as previously described in our study^8^. In brief, 1 mL of 80% acetonitrile plus 20 µL of internal standard mixture containing 68 nmol d4-alanine, 44 nmol d3-glutamate, 40 nmol d3-leucine, 28 nmol d5-phenylalanine, 34 nmol d8-valine, 34 nmol d3-methionine, 26 nmol d4-tyrosine, 22 nmol d5-tryptophan, 46 nmol d3-serine, 48 nmol d7-proline, 24 nmol d7-arginine, 28 nmol d5-glutamine, 32 nmol d4-lysine, 26 nmol ^13^C-citrulline, 28 nmol d6-ornithine, 42 nmol d10-isoleucine, and 46 nmol d3-aspartate) were added to worm lysate and homogenized by vortexing in a 2 mL Eppendorf tube. Samples were centrifuged for 10 min at 4 °C at 16,000×*g* and the supernatant was transferred to a 4 mL glass vial and evaporated under nitrogen stream at 40 °C. Subsequently, the residue was dissolved in 220 µL of 0.01% (v/v in MQ water) heptafluorobutyric acid for UPLC-MS/MS analysis.

### Analysis of worm body length

After exposure to the various conditions, worms were washed with M9, and imaged with a Leica M295 microscope. Measurements were performed with Image J freeware (W.S. Rasband, U.S.A. National Institutes of Health, Bethesda, Maryland, USA, http://rsb.info.nih.gov/ij/, 1997–2012). Measurements were performed on 50 worms for each condition.

### Thrashing assay

After being treated with *ech-6* RNAi bacteria and 200 µM P-80, 10 adult worms at day 2 were used for the thrashing assay of each condition. In brief, a single worm was placed in a drop of M9 buffer on a clean glass slide and allowed to acclimatize for 30 s. The frequency of body bends was counted for 30 s as described previously^60^.

### Oxygen consumption rate analysis

Worm oxygen consumption rate (OCR) was measured using the Seahorse XF96 (Seahorse Bioscience) as previously described^39^. In brief, worms were cultured on plates with different conditions and washed off with M9 buffer after reaching day 1 adulthood. After three times of additional washing with M9 buffer, worms were transferred in 96-well Seahorse plates and OCR was measured six times. FCCP and sodium azide treatments were performed at a final concentration of 10 µM and 40 mM, respectively. Both mitochondrial (basal) and maximum OCR was measured for each condition.

### One-phase lipidomic extraction and lipidomics in *C. elegans*

Worms were synchronized at L1 and subjected to *ech-6* RNAi bacteria, 200 µM P-20, or 200 µM P-80 for 2.5 days until reaching day-1 adult stage. Lipidomics was performed as described^8,61^. Briefly, samples containing approximately 2000 worms were lyophilized in 2 mL tubes. The samples were homogenized and lipids extracted in 1:1 (v/v) methanol:chloroform using water bath sonication for 10 min in presence of internal standards, these were: Bis(monoacylglycero)phosphate BMP(14:0)_2_ (0.2 nmol), Cardiolipin CL(14:0)_4_ (0.1 nmol), Cholesterol ester CE(16:0)-D7 (2.5 nmol), Diacylglyceride DG(14:0)_2_ (0.5 nmol), Lysophosphatidicacid LPA (14:0) (0.1 nmol), Lysophosphatidylcholine LPC(14:0) (0.5 nmol), Lysophosphatidylethanolamine LPE(14:0) (0.1 nmol), Lysophosphatidylglycerol LPG (14:0) (0.02 nmol), Phosphatidic acid PA(14:0)_2_ (0.5 nmol), Phosphatidylcholine PC (14:0)_2_ (2 nmol), Phosphatidylethanolamine PE (14:0)_2_ (0.5 nmol), Phosphatidylglycerol PG (14:0)_2_ (0.1 nmol), Phosphatidylinositol PI (8:0)_2_ (0.2 nmol), Phosphatidylserine PS (14:0)_2_ (5 nmol), Ceramide phosphocholines SM (d18:1/12:0) (2.125 nmol), Triacylglyceride TG(14:0)_3_ (0.5 nmol) (Avanti Polar Lipids, Alabaster, AL). After centrifugation at 16,000×*g* at 4 °C for 10 min, the supernatant was collected in glass vials and dried under a stream of nitrogen gas at 45 °C and reconstituted in 150 µL 1:9 (v/v) methanol:chloroform. Chromatography was performed on a Dionex Ultimate 3000 binary UHPLC (Thermo Scientific) and on normal- and reversed phase polarity. MS data were acquired using negative and positive ionization using continuous scanning over the range of m/z 150 to m/z 2000. Data were analyzed using an in-house developed metabolomics pipeline written in the R programming language (http://ww.r-project.org). In brief, it consisted of the following five steps: (1) pre-processing using the R package XCMS, (2) identification of metabolites, (3) isotope correction, (4) normalization and scaling and (5) statistical analysis. All reported lipids were normalized to corresponding internal standards according to lipid class, as well as total protein content in samples, determined using a PierceTM BCA Protein Assay Kit. Lipid identification has been based on a combination of accurate mass, (relative) retention times, and the injection of relevant standards.

### Isolation of mRNA

For isolation of total mRNA, approximately 500 day^−1^ adult worms were collected in quadruplicates for each treatment. In brief, worm pellets were homogenized in TRIzol (Invitrogen) with a 5 mm steel metal bead and the isolation was continued according to manufacturer’s protocol. For RNAseq, genomic DNA residues were removed using RNase-Free DNase (QIAGEN) and samples were cleaned up with the RNeasy MinElute Cleanup Kit (QIAGEN).

### Library preparation

RNA libraries were prepared and sequenced with the illumina platform by Genome Scan (Leiden, Netherlands). Samples were processed for Illumina using the NEBNext Ultra Directional RNA Library Prep Kit (NEB #E7420) according to manufacturer’s description. Briefly, rRNA was depleted using the rRNA depletion kit (NEB# E6310). Subsequently, a cDNA synthesis was performed in order to ligate with the sequencing adapters. Quality and yields after sample preparation were measured with the Fragment Analyzer (Agilent). Sizes of the resulting products was consistent with the expected size distribution (a broad peak between 300–500 bp). Clustering and DNA sequencing using the Illumina cBot and HiSeq 4000 was performed according to manufacturer’s protocol with a concentration of 3.0 nM of DNA. HiSeq control software HCS v3.4.0, image analysis, base calling, and quality check was performed with the Illumina data analysis pipeline RTA v2.7.7 and Bcl2fastq v2.17.

### Read mapping, statistical analyses, and data visualization

Reads were subjected to quality control FastQC^62^ trimmed using Trimmomatic v0.32^63^ and aligned to the *C. elegans* genome obtained from Ensembl, wbcel235.v91 using HISAT2 v2.0.4^64^. Counts were obtained using HTSeq (v0.6.1, default parameters)^65^ using the corresponding GTF taking into account the directions of the reads. 

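Of the 19750 genes in the deposited values, 19665 are in the annotation of the same assembly used here for coordinates, and 85 are not. HTSeq's default mode leaves out reads that overlap more than 1 gene, and reading the strand keeps apart genes on opposite strands. Over all samples the genes with the most reads were the mitochondrial ribosomal RNA genes *MTCE.7* (9.38% of all reads) and *MTCE.33*, followed by *rrn-3.1* (2.46%).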

Statistical analyses were performed using the edgeR^66^ and limma/voom^67^ R packages. All genes with more than 2 counts in at least 4 of the samples were kept. 

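The filter could be checked on the read counts computed back from the deposited values: all 19750 genes had more than 2 reads in at least 4 samples. Of these genes 2587 had 0 reads in at least 1 sample, and 13910 averaged at least 1 CPM.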

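The scaling factors implied by the deposited values lay between 0.962 and 1.02 over the 16 samples, with a product of 1. The deposited values carry the scaling but not the precision weights.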

Count data were transformed to log2-counts per million (logCPM), normalized by applying the trimmed mean of M-values method^66^ and precision weighted using voom^68^. 

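With voom weights computed from the recovered reads, 1256 genes were higher and 1816 lower with P-80 in EV worms, and 558 were higher and 831 lower in *ech-6* RNAi worms (limma's moderated test, adjusted p-value under 0.05). For *ech-6* RNAi against EV, 375 were higher and 291 lower with vehicle, and 99 were higher and 41 lower with P-80. Of the genes called without weights in these 4 comparisons, 2964, 1300, 541 and 126 were also called with them. The interaction passed the threshold for 1 gene, *elo-2*, with an adjusted p-value of 0.0371.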

Differential expression was assessed using an empirical Bayes moderated t test within limma’s linear model framework including the precision weights estimated by voom^67,68^. Resulting *p*-values were corrected for multiple testing using the Benjamini–Hochberg false discovery rate. Genes were re-annotated using biomaRt using the Ensembl genome databases (v91). Data processing was performed using R v3.4.3 and Bioconductor v3.5. The RNA-seq data are available at the Gene Expression Omnibus (GEO) Database under the ID GSE157701 and token: kvqlgiccbpczbct.

### Functional annotation of gene sets

Gene sets were analyzed for functional enrichments using the DAVID bioinformatics resource version 6.7^69^. Functional annotation clustering was performed using DAVID defined default settings incorporating gene sets from Gene Ontologies (biological process, cellular component, and molecular function), functional categories (including Clusters of Orthologous Groups (COG) ontologies, SP keywords, UP seq features), pathways (including KEGG), and protein domains (including INTERPRO PIR superfamily and SMART). The measured transcriptome was used as the background dataset for the enrichment tests and ReviGo^70^ was used to eliminate redundant GO terms for purposes of visualization and summarization. Venn diagrams were generated using BioVenn^71^.

### Quantification and statistical analysis

Statistical details, the number of biological replicates and any other forms of quantification present are specified in the respective figure legends and results section. Statistical analyses for lifespan, fatty acids, amino acids, mitochondrial respiration, body length and mobility were performed using the Prism 7 software (GraphPad Software, La Jolla, CA, USA). All comparisons of means were accomplished using a one-way ANOVA and two sample unpaired t-test as indicated in the corresponding figure legends. The significance *p*-values were adjusted to correct for multiple testing using the Holm-Sidak method. All other statistics were specified in each respective methods section unless otherwise noted. Gene expression was considered differential relative to respective control groups using adjusted *p*-values (Benjamini–Hochberg method) lower than 0.05. Lipid level was considered altered relative to respective control groups using *p-*values lower than 0.05. For lifespan studies, survival curves were calculated using the log-rank (Mantel-Cox) method.

## Supplementary Information

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

## Data Availability

The accession number for the *C. elegans* RNA sequencing data reported in this paper is GEO: GSE157701 and GEO reviewer token is kvqlgiccbpczbct. The processed and normalized RNAseq data is also available as Table S3.

# Supplementary material for: Reduced ech-6 expression attenuates fat-induced lifespan shortening in C. elegans
**Source:** Sci Rep. 2022 Mar 1;12:3350. doi: 10.1038/s41598-022-07397-9
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Supplemental figures and legends**

**
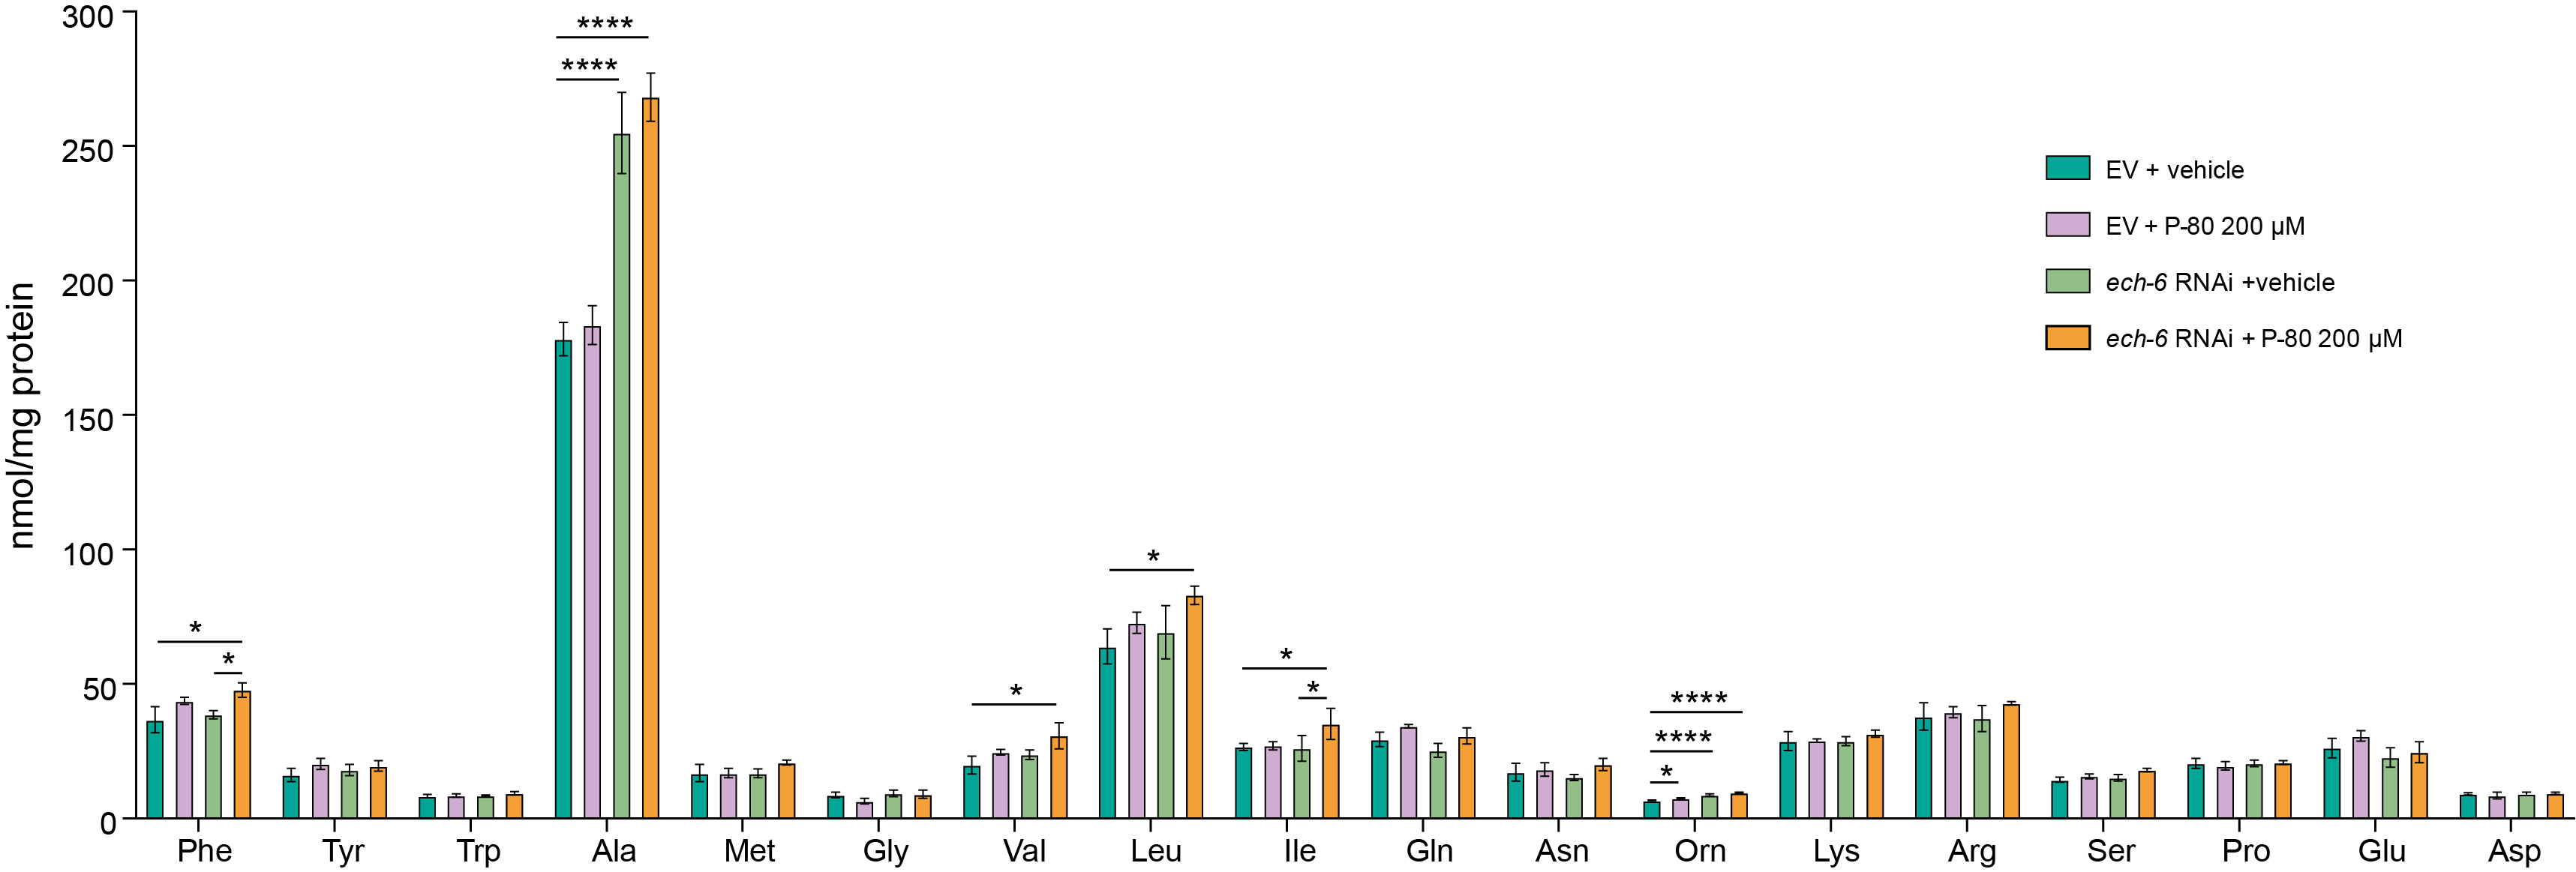
**

**Figure S1.** Amino Acid Profiles upon *ech-6* Depletion and Fat Supplementation, Individually or in Combination

Knockdown of *ech-6* significantly increases the levels of valine and ornithine, while supplementation of P-80 to *ech-6*-silenced worms increases the levels of branched-chain amino acids (valine, leucine, and isoleucine), phenylalanine, and ornithine as compared to the empty vector (EV) controls. **p* < 0.05; ***p* < 0.01; ****p* < 0.001; *****p* < 0.0001; one-way ANOVA; Holm-Sidak correction.

**
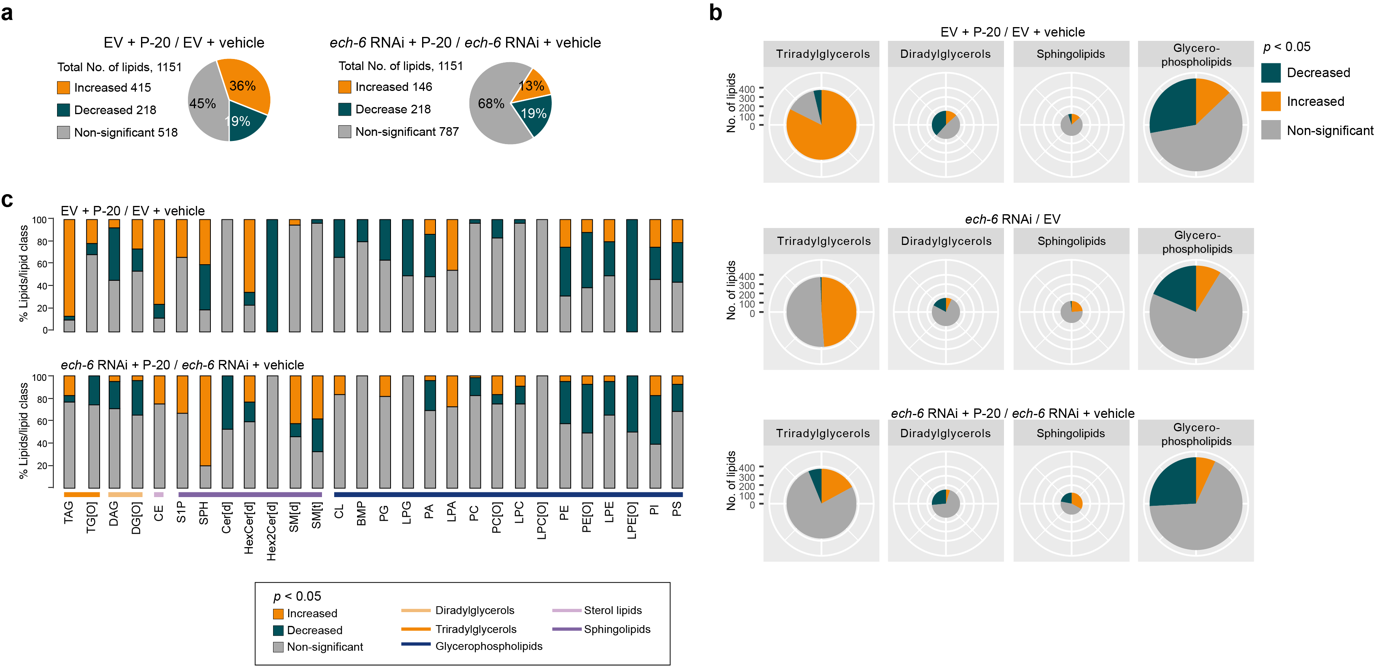
**

**Figure S2.** Knockdown of *ech-6* Diminishes the Effects of P-20 Supplementation on TAG but Not on Glycerophospholipid Profiles

(a) Pie charts depicting the percentages of increased and decreased lipids by P-20 supplementation. A *p*-value < 0.05 was applied for determining statistical significance.

(b) Statistical summary of significant changed lipids in the lipid classes of triradylglycerols, diradylglycerols, sphingolipids, and glycerophospholipids. The number of detected lipids in each lipid class is represented by the radius of pie plots, while the percentage of increased and decreased lipids in each category is indicated by the respective colours. Supplementation of P-20 shows reduced effects on triradylglycerols in *ech-6*-deficient worms compared to its effects in empty vector (EV)-treated wild-type worms, whereas other lipid classes are altered to a similar extent in empty vector (EV)- and *ech-6* RNAi-deficent worms. A *p*-value < 0.05 was applied to determine statistical significance.

(b) Percentage distribution of significantly changed lipids by P-20 supplementation across the lipid species in empty vector (EV)- and *ech-6* RNAi-deficient worms.

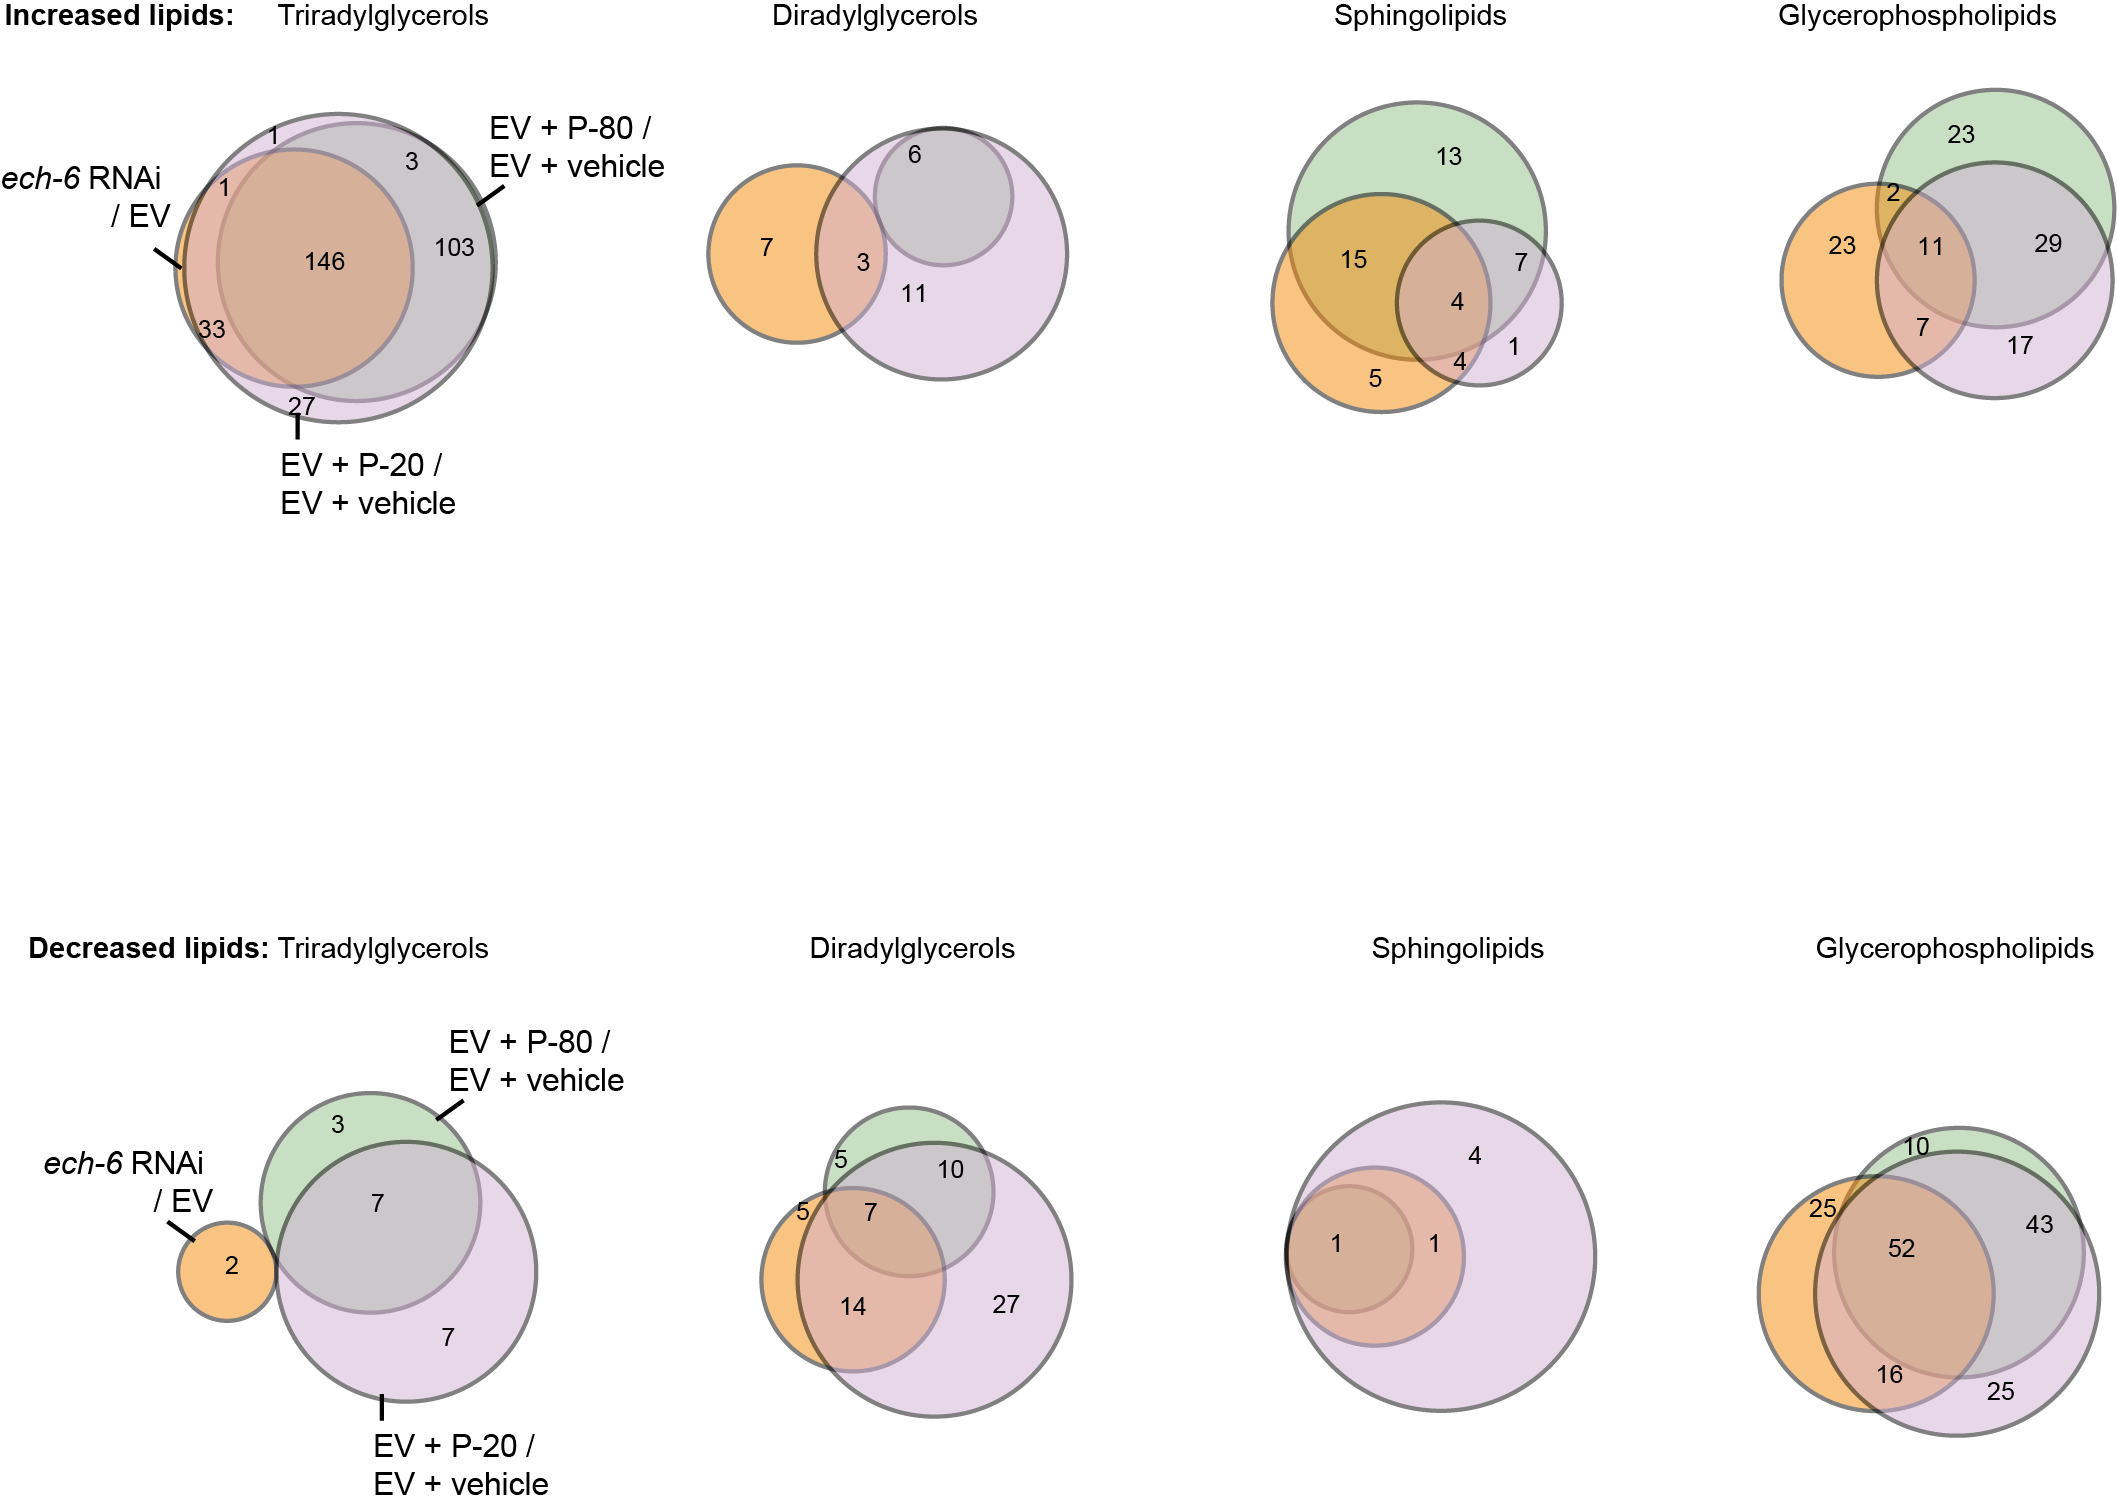

**Figure S3.** Venn diagram depicting overlap of significantly changed lipids in groups treated with RNAi against *ech-6* or supplemented with either P-80 or P-20. A *p*-value < 0.05 was applied for determining statistical significance.

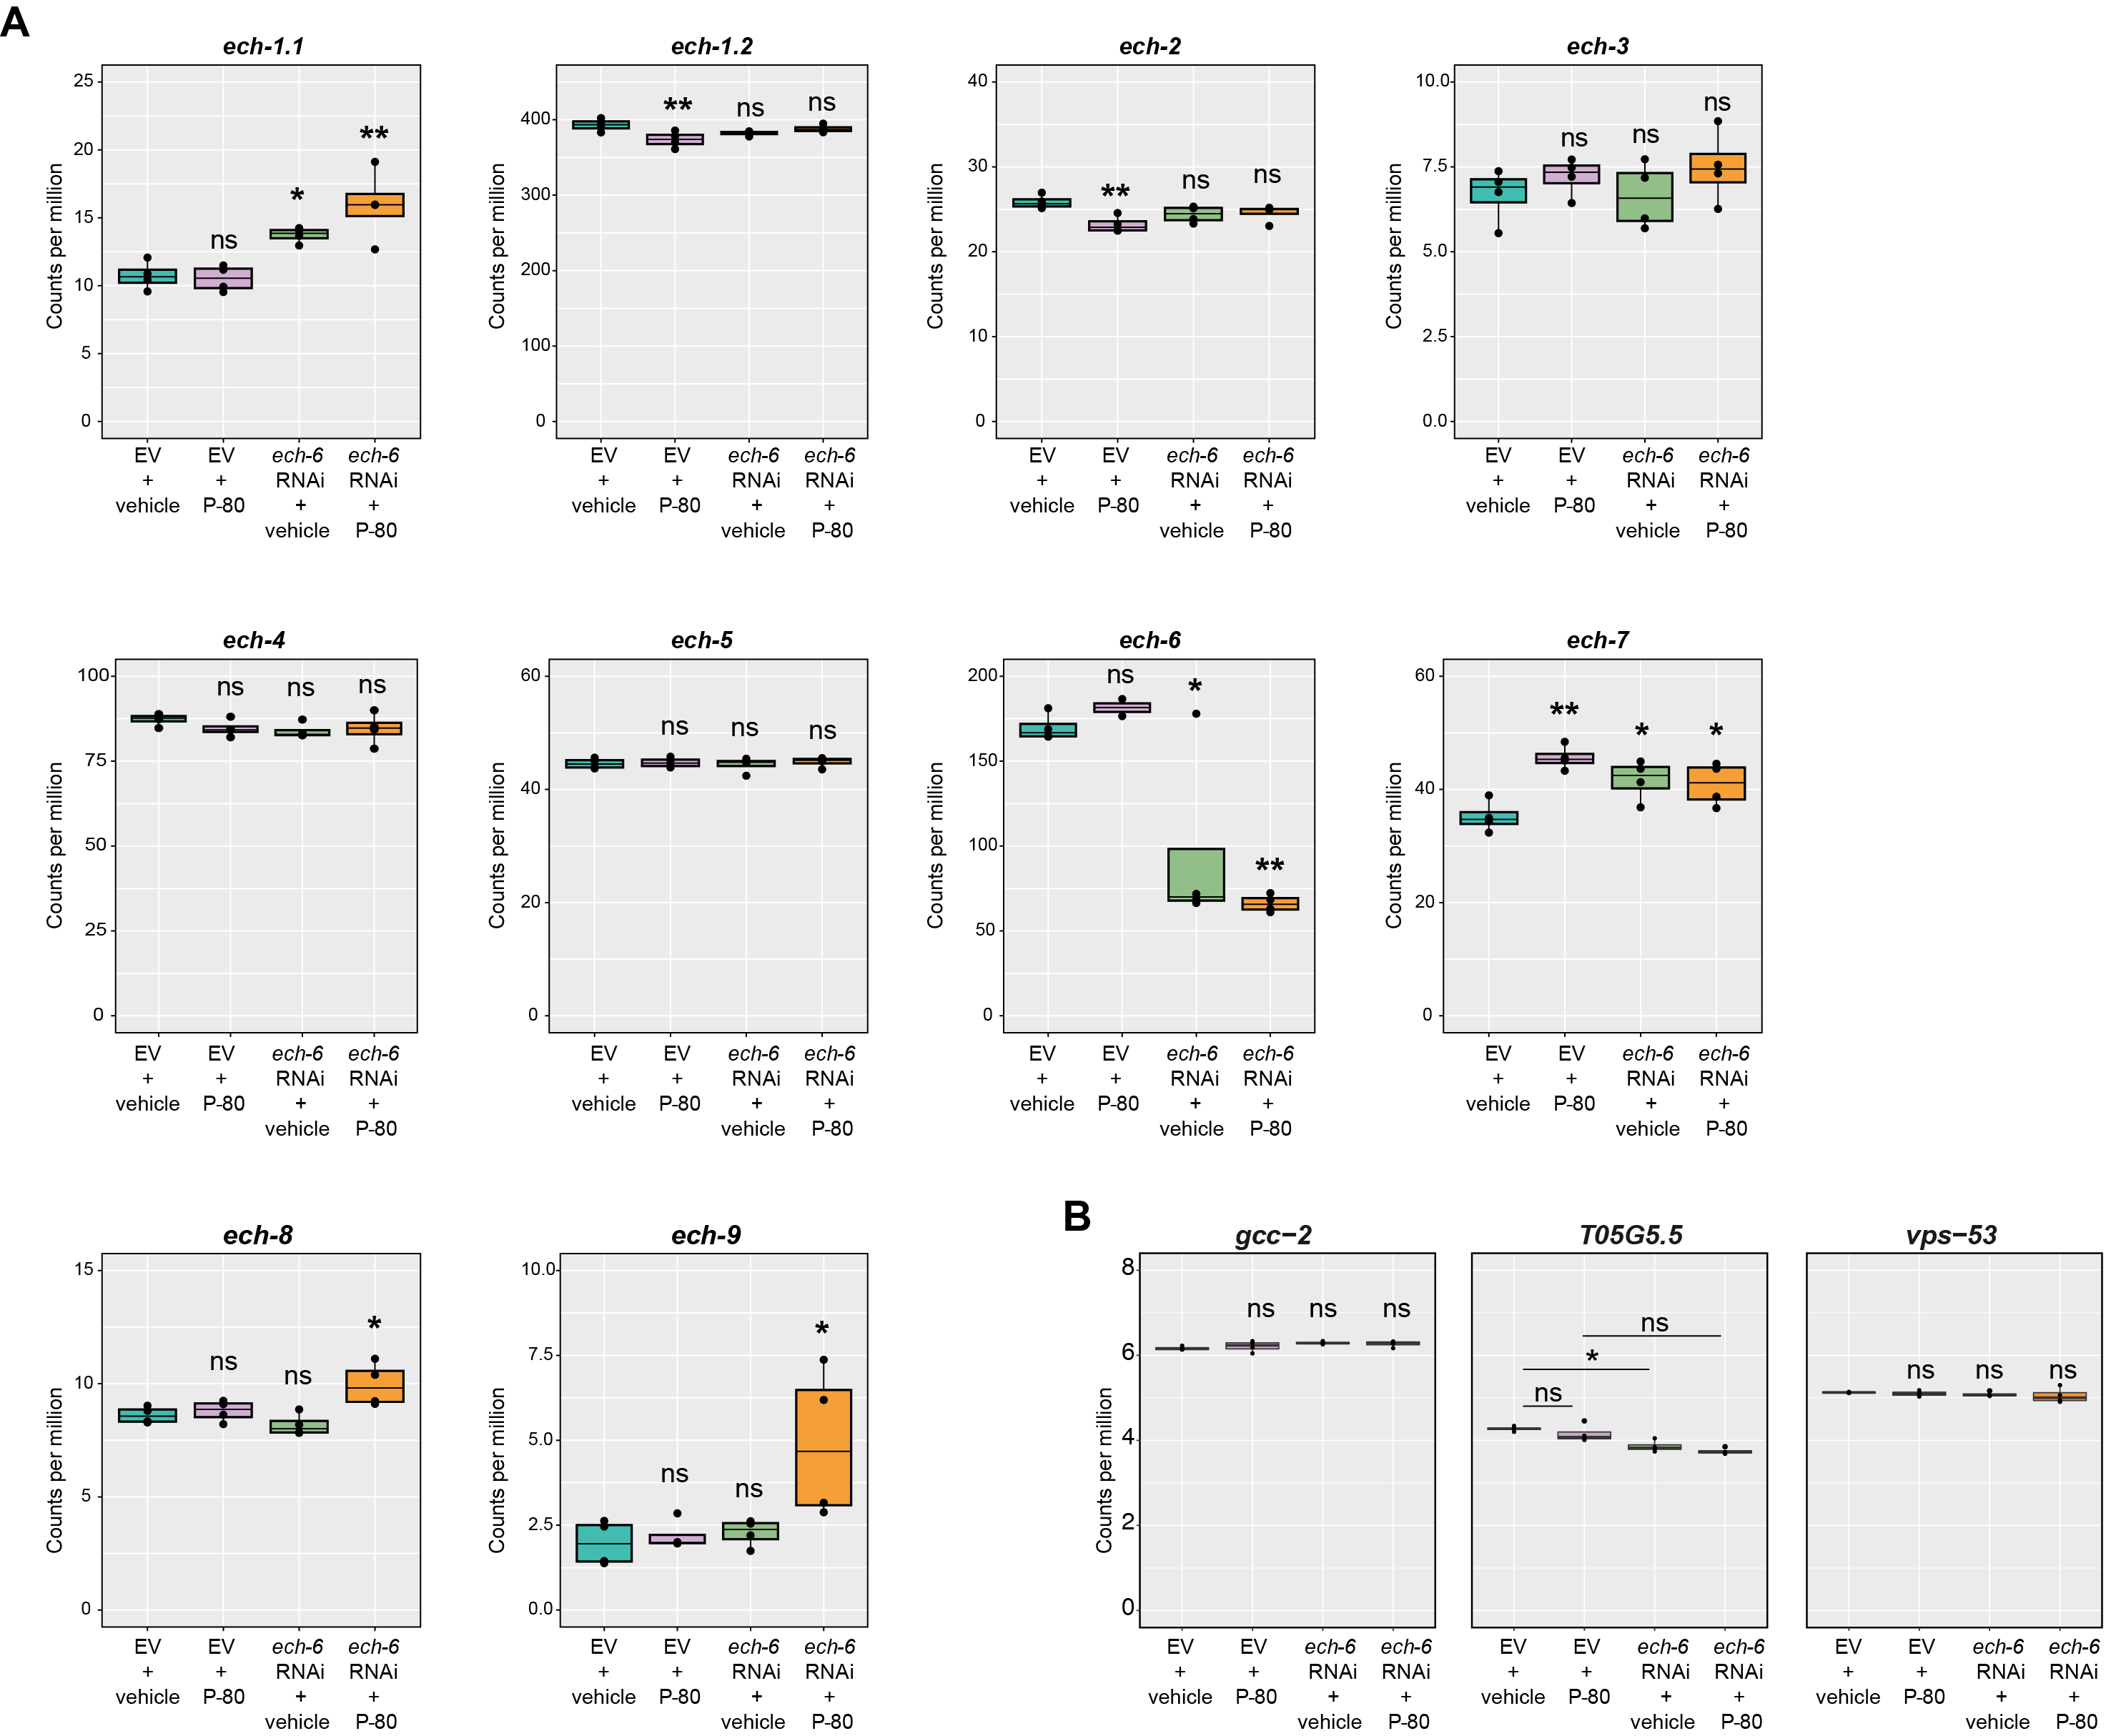

**Figure S4.** Expression of enoyl-CoA hydratase genes and genes residing in the same operon as *ech-6* upon *ech-6* knockdown. Knocking down *ech-6* by RNAi specifically reduced the expression of *ech-6* but not any other enoyl-CoA hydratases. **p* < 0.05; ***p* < 0.01; ns, not significant; one-way ANOVA.

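The 4 samples of each group gave *ech-6* values, in replicate order, of 7.50, 7.40, 7.36 and 7.36 log2 CPM in EV + vehicle and 7.72, 7.89, 7.46 and 7.54 in EV + P-80. In *ech-6* RNAi + vehicle they were 6.09, 6.05, 7.48 and 6.17, and in *ech-6* RNAi + P-80 5.98, 6.09, 6.18 and 5.93. For *ech-1.1* they were 3.38, 3.45, 3.26 and 3.59 in EV + vehicle and 3.81, 3.77, 3.70 and 3.83 in *ech-6* RNAi + vehicle, without overlap between these groups.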

**
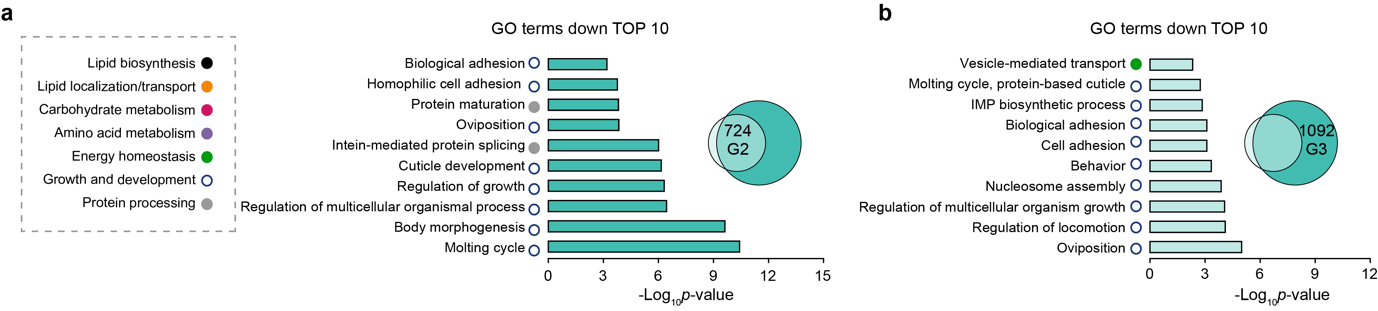
**

**Figure S5.** Gene Ontology Enrichment Analysis of Downregulated Genes by Fat Supplementation

(a-b) Downregulated genes by P-80 supplementation present in empty vector (EV)- and *ech-6* RNAi-treated worms (G2) and exclusively present in empty vector (EV)-treated worms (G3) are primarily enriched in growth and development-associated processes. 

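Among the genes lower with P-80 in both EV and *ech-6* RNAi worms (G2), 13 of the 753 lower genes had an unadjusted interaction p under 0.05. The median log2 fold change of these 753 genes was -0.93 in EV and -0.90 in *ech-6* RNAi worms.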

GO terms were considered significantly enriched for a modified Fisher’s Exact *p*-value < 0.05 (an EASE score).

**Table S1.** Lifespan Statistics

Summary of median lifespan and statistical analysis (*p*-values) for lifespan experiments displayed in Figs. 1b, c, Figs. 2a, b, Figs. 2e-h, Fig. 6e. Larval stage 4 (L4) is considered as day 0 of each lifespan assay. The median and *p*-values were calculated by a log-rank (Mantel-Cox) statistical test. *P*-values less than 0.05 are considered statistically significant, demonstrating that the two lifespan populations are different. Statistics of individual experiments are shown for each condition. The number of individuals scored, and independent experiments are shown. a: versus *ech-6* RNAi in N2; b: versus EV + 200 µM P-80; c: versus *ech-6* RNAi + 100 µM P-80 in N2.

**Table S2**. Statistical analysis of lipidomics

**Table S3**. Statistical analysis of RNAseq data

**Table S4.** Commonly increased and decreased lipids by *ech-6* RNAi, P-20 and P-80 supplementation, related to supplementary Figure S3.

**Table S5.** Fatty acid levels, related to Fig.1d and 1e.

How the deposited data were processed for this re-analysis (not part of the article)

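RNA from whole worms on day 1 of adulthood, 500 worms per sample, was sequenced in 4 groups of 4 samples: EV or *ech-6* RNAi, each with vehicle or P-80. Each sample was a separate pool of worms, and the samples were grouped by the RNAi and diet in their labels. The authors trimmed the reads with Trimmomatic 0.32 and aligned them with HISAT2 2.0.4 to WBcel235 (Ensembl release 91). They counted reads per gene with HTSeq 0.6.1, with its default parameters and the read direction. They kept genes with more than 2 counts in at least 4 samples, and normalized the counts by TMM. The deposited values are log2 CPM, made by the authors from the TMM-scaled counts with a small constant added, although the header of the deposited table says CPM. They hold 19750 genes in 16 columns, and no column was left unused.

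The lowest value is the same in all 16 columns, as a constant added before the log gives. From it the read counts could be computed back, and 100% of the values came out as whole reads. The recovered totals run from 15306307 to 28129104 reads per sample. Of the 19750 genes, 13910 average at least 1 CPM. At this depth and with 4 samples per group the median standard error of a log2 fold change was 0.14.

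The deposited log2 values were analysed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a mean-variance trend, 1 mean per group, all 16 samples). The trend was chosen because read counts were not expected to be recoverable, and the authors' precision weights (voom) ran as an alternative on the recovered reads. There were 5 comparisons: P-80 against vehicle in EV and in *ech-6* RNAi worms, *ech-6* RNAi against EV with vehicle and with P-80, and the interaction, which is the difference between the P-80 effects. All tests were two-sided by limma's moderated test, with Benjamini-Hochberg adjustment over all genes. For gene lists set beforehand the adjustment over the list alone is given beside it. The level of *ech-6* was also compared by exact permutation tests. Gene families were compared by one-sided Fisher's exact tests, 84 in all over 14 families. Correlations across samples were taken on deviations from group means and tested by permutation.

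The genes named are every gene the paper names in its RNA results, and the 3 genes with the highest and the 3 with the lowest log2 fold change of each P-80 comparison and of *ech-6* RNAi with vehicle. These were picked among genes past the threshold whose mean log2 CPM is at least 0 and whose groups do not overlap; the same rule gave no gene for the interaction. Any other gene named was chosen after its values were seen. The alternatives were a fit without the trend, a robust fit, a filter at 1 CPM, quantile normalization, centring each sample on its median over all genes, fits of only the groups compared, sample weights (arrayWeights), voom weights, a replicate block, and leaving out each sample in turn. Samples of different groups share replicate numbers in their labels, which is where the replicate block comes from; the samples themselves are different pools.

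The fit was tested on 19750 simulated genes of which 200 were changed 2-fold: 191 of these (95.5%) were called, with 10 false calls, and the interaction comparison called 166. All 200 were drawn above a cut on expression, and the change was planted in EV + P-80 alone. Smaller changes were not simulated, so these rates say nothing of the power to find them. In the data, the genes called for P-80 in EV had a median absolute log2 fold change of 0.47. A comparison with no change gave 0 calls, and 100% of the simulated counts were recovered from their log2 CPM. Coordinates come from a later annotation of the same assembly, which lacks 85 of the genes. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and figures. The ontology and pathway sets behind the paper's enrichments were not used here, and its lifespan, microscopy and lipid measurements were not analysed here.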

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

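The tests of *ech-6* RNAi replicate 3 and of the ribosomal RNA share were chosen only after the result was seen.

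In *ech-6* RNAi + vehicle, *ech-6* stood at 7.48 log2 CPM in replicate 3, far from the other 3 samples. Apart from *ech-6*, 129 genes that average at least 0 log2 CPM were called between *ech-6* RNAi and EV with P-80, a comparison of other samples in the same fit. On these genes replicate 3 lay at 0.879 on a scale from EV (0) to the other 3 replicates (1), and each of those, set against its own other 3, lay at 0.741, 1.21 and 1.21. A mislabelled or unsilenced sample would lie near 0. Its depth of 17542228 reads is within the range of the other samples. Neither explanation is left by these tests. Whether reads from the RNAi construct in the feeding bacteria add to the *ech-6* count was not tested.

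Of 156 groups tested for a sample far from the others 10 had one, where chance gives 7.8. Besides *ech-6*, these were *ech-2* in *ech-6* RNAi + P-80 replicate 2 (4.53 log2 CPM), *ech-4* in *ech-6* RNAi + vehicle replicate 4 (6.45), *ech-9* in EV + P-80 replicate 4 (1.51), *lipl-4* in EV + P-80 replicate 2 (-0.23) and *cpr-1* in the same sample (5.74). The rest were *cpr-4* in *ech-6* RNAi + vehicle replicate 1 (6.99), *cpr-5* in EV + vehicle replicate 4 (7.84), *T16G1.7* in EV + P-80 replicate 1 (4.89) and *F20G2.5* in *ech-6* RNAi + vehicle replicate 2 (1.84). No biological explanation was tested for these samples.

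The genes that changed most with P-80 in EV are not discussed in the paper: *C17F4.7* (log2 fold change -4.46), *irg-5* (-3.73), *B0024.4* (-2.69), *T16G1.7* (2.76), *ugt-15* (4.83) and *lact-6* (6.27). All 6 were past the threshold under every alternative and in all 16 fits that left out 1 sample. Of the 8 splits of the EV samples that part all 4 same-numbered pairs, the real one was the only 1 with as many genes as it called (3182, and 0 for each of the others), but 8 splits cannot give a share under 0.05. Over all 35 splits the real one also called the most; the 27 that do not part all pairs called up to 732.

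The major sperm protein genes, which the paper does not discuss, were higher with P-80: 22 of 34 in EV, and 29 when adjusted over the family. With the mean of the hedgehog-related genes as a covariate for developmental timing, 0 were higher in EV, with 1 gene at an unadjusted p under 0.05. The means of 20 random gene lists left from 0 to 25 (median 10), so the covariate cannot tell timing from a direct effect of P-80. The family's mean did not follow depth over the 16 samples (Pearson's r = -0.223, permutation p = 0.412; Spearman's rho = -0.156, permutation p = 0.562; r = -0.342 without the 2 farthest samples; Benjamini-Hochberg adjusted p = 0.563 over 3 relations). The relation to depth was taken on deviations from group means, so it does not test a difference in depth between the groups. The major sperm protein genes have near-identical copies, and how their reads were divided is uncertain.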

How the results depend on the processing

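None of the alternatives was chosen only after a result was seen: all were set before the data were examined. Of the named gene and family results, 46 kept their direction and their side of the threshold under all of them, and 28 changed in at least 1.

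Counts moved by more than 1.5-fold as follows; the cause was not tested. Without the mean-variance trend, P-80 in *ech-6* RNAi worms raised 222 genes and lowered 226, and *ech-6* RNAi raised 171 and lowered 51 with vehicle and 46 and 21 with P-80. There were then 36 higher and 55 lower G1 genes, 186 higher and 171 lower G2 genes, 8 lysosomal genes higher with P-80 in *ech-6* RNAi worms, and 0 operon genes lower in either comparison (in the fit with the trend, 1 of the 3 was lower at an unadjusted p under 0.05 in each). With centring, P-80 raised 2361 genes in EV and 1033 in *ech-6* RNAi worms; G1, G2 and G3 held 260, 773 and 1588 higher genes, and 39 (*ech-6* RNAi) and 38 (EV) lysosomal genes were higher. The share of higher genes with P-80 in *ech-6* RNAi worms went from 36.4% to 57.7% with centring. In EV this share moved less, from 43.3% to 49.9% with quantile normalization and to 63.4% with centring. The robust fit lowered 571 genes with P-80 in *ech-6* RNAi worms and put 446 lower genes in G2. With arrayWeights, *ech-6* RNAi with vehicle raised 595 genes and lowered 428, with 169 higher and 273 lower genes in G1. With only the groups compared, *ech-6* RNAi lowered 878 genes with vehicle, and raised 57 and lowered 18 with P-80.

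The interaction was past the threshold for 1 gene with the robust fit, with the filter and with voom, and for 0 without the trend (1158 at an unadjusted p under 0.05), with quantile normalization (1193), with centring (1033) and with arrayWeights (1180). Of the other enoyl-CoA hydratases, 1 was higher with vehicle under quantile normalization, centring, only the groups compared and arrayWeights, and 0 were higher with P-80 when only the groups compared were fitted. The count of operon genes lower with P-80 was 0 with centring, with only the groups compared and with voom. The log2 fold change of *ech-6* with vehicle, -0.96, was no longer past the threshold without the trend and with the robust fit (adjusted p = 0.0850 and 0.0642, in a range from 1.12e-07 to 0.0850).

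Across the 16 fits that each left out 1 sample, P-80 raised from 831 to 1578 genes and lowered from 1152 to 2151 in EV, and raised from 258 to 588 and lowered from 350 to 1370 in *ech-6* RNAi worms. *ech-6* RNAi raised from 166 to 550 genes and lowered from 42 to 353 with vehicle, and raised from 68 to 108 and lowered from 23 to 207 with P-80. The interaction count ran from 0 to 2. Higher genes ran from 31 to 192 in G1, from 227 to 448 in G2 and from 474 to 1136 in G3, and lower genes from 44 to 405, from 306 to 1083 and from 439 to 1508. Lysosomal genes ran from 11 to 25 higher and from 4 to 9 lower in *ech-6* RNAi worms, and from 13 to 22 higher and from 9 to 15 lower in EV; of the top 10, from 7 to 10 and from 5 to 8 were higher. Other enoyl-CoA hydratases ran from 0 to 1 higher with vehicle and from 1 to 2 with P-80, and operon genes lower from 0 to 1 in each. The *ech-6* log2 fold change ran from -1.30 to -0.83 with vehicle, past the threshold in 12 of 16 fits, and from -1.67 to -1.53 with P-80, past it in 16.

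Directions reversed or odds ratios came to 0 in these cases, and the cause was not tested. An odds ratio of 0 only means that no gene of the family was left in the group, which is no sign of depletion. In the fit with the trend, chance gives 0.110 vacuolar ATPase and 0.0386 lipase genes in G1. It gives 0.706 major sperm protein genes in G2. The odds ratio of the vacuolar ATPase among the higher G1 genes was 0 without the trend and with centring, and from 0 to 52.9 with 1 sample left out; that of the lysosomal lipases there ran from 0 to 75.6. For the collagens among the higher G2 genes it was 0.753 without the trend and 0.739 with the robust fit, and ran from 0.567 to 9.39 with 1 sample left out. Among the higher G3 genes it was 0.794 with centring and 0.837 with arrayWeights. For the major sperm protein genes in G2 it was 0 without the trend. The small log2 fold change of *ech-3* with vehicle was 0.025 with quantile normalization, 0.026 with centring, 0.050 with arrayWeights and 0.0041 with voom, and ran from -0.098 to 0.059 with 1 sample left out. That of *ech-5* was 0.031 with centring and ran from -0.019 to 0.014, and that of *lipl-4* with P-80 in EV was 0.12 with quantile normalization, 0.073 with centring, and ran from -0.12 to 0.19. Counting each named result once per setting, results came out weaker 46 times and stronger 7 times, and with 1 sample left out weaker 90 times and stronger 3 times.

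Averaged over all comparisons, same-numbered samples of different groups were no more alike than others (mean r = -0.00209 over 24 pairs, and 2.22e-05 over 72 differently numbered pairs). By comparison the mean r was -0.132 for P-80 in EV, 0.0684 for P-80 in *ech-6* RNAi worms, -0.0617 for *ech-6* RNAi with vehicle and 0.169 for *ech-6* RNAi with P-80, where the highest pair had 0.494. Replicate 3 also had the highest share of ribosomal RNA (20.5%, 19.4%, 20.6% and 20.7%) and the lowest TMM factor in each of the 4 groups, so the replicate numbers are not free of shared technical differences. With the replicate block, P-80 raised 1357 and lowered 1814 genes in EV, and raised 531 and lowered 930 in *ech-6* RNAi worms. *ech-6* RNAi raised 333 and lowered 215 with vehicle, and changed 166 with P-80. The interaction count was 0, with 1217 genes at an unadjusted p under 0.05.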

Differences from the paper's values

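No test in this part was chosen after a result was seen. No value that the paper states for the RNA data lay more than 1.5-fold from the value found here. The paper's counts for P-80 in EV are 1816 lower and 1256 higher genes, against 1805 and 1377 here, and in *ech-6* RNAi worms 831 and 558, against 905 and 519. With voom weights, the authors' stated method and one of the alternatives set before the data were examined, all 4 counts equal the paper's. Fig. 5c, read by eye, shows about 130 higher G1 genes, about 430 higher G2 genes and about 830 higher G3 genes, against 109, 410 and 967 here. It shows about 110 lower G1 genes, about 720 lower G2 genes and about 1100 lower G3 genes, against 152, 753 and 1052 here.

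The paper states that most of the lysosomal genes were significantly higher with P-80 in *ech-6* RNAi worms. Here 24 of 102 were, as in the paper's own legend, and 66 had a positive log2 fold change. Centring gave 39, the highest count among the alternatives.

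The paper states that no operon neighbor of *ech-6* was significantly lower, and the legend of Fig. S4 names a one-way ANOVA. The test used here was limma's moderated test, so the calls can differ for that reason. Here *T05G5.5* was lower in both comparisons (log2 fold change -0.41 in each, adjusted p = 0.0167 with vehicle, from 0.00333 to 0.0683 over the alternatives, and 0.0382 with P-80, from 0.0185 to 0.174). Its samples did not overlap in either. With vehicle it was not past the threshold without the trend, and with P-80 it was not without the trend, with centring, with only the groups compared and with voom. With 1 sample left out it was past the threshold in 13 of 16 fits with vehicle and in 7 of 16 with P-80.

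Fig. S4A, whose legend names a one-way ANOVA, marks *ech-1.1* and *ech-7* as changed with vehicle. Over all genes neither was past the threshold here (adjusted p = 0.0747 and 0.0850), but both were when adjusted over the list (0.0136 each). Over all genes, quantile normalization, centring, only the groups compared and arrayWeights called *ech-1.1*, and no alternative called *ech-7*.

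The paper lists oxidative phosphorylation among the shared higher pathways and tryptophan metabolism among those higher with *ech-6* RNAi. With the gene lists used here, which are not the paper's, the adjusted p-values were 0.0544 and 0.128 (one-sided Fisher's exact test). Oxidative phosphorylation was represented only by 45 genes described as parts of the respiratory chain. The paper's own sets were therefore not tested, and a difference from them cannot be read from these values.

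In the paper's supplementary table, the fold changes with P-80 are headed EV against EV + P-80 and *ech-6* against *ech-6* + P-80. Their signs are opposite to those here for all 793 genes that were compared, in both comparisons (0% with the same sign). That order of the groups turns the sign, so the directions do not conflict. With voom weights the sizes of the fold changes differ by at most 5.00e-06. The tab named as up with P-80 in EV holds 1816 genes, the number the paper's text gives as lower, and its 3 genes that could be looked up were all lower here.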

Other observations

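The test with the ribosomal RNA share was chosen only after the result was seen; the others were chosen before.

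After the group means were removed, 1 axis held 30.4% of the remaining variance over 13910 genes. Its gene loadings followed the P-80 log2 fold changes in EV (r = 0.749 across genes, which are not independent replicates) and in *ech-6* RNAi worms (0.695), and less closely those of *ech-6* RNAi with vehicle (0.566) and with P-80 (0.385). The 20 genes at its low end include the collagen genes *col-54*, *col-41* and *col-131* and the hedgehog-related gene *wrt-10*, and those at its high end *col-143* and *grd-4*, all picked after their values were seen. With the mean of the hedgehog-related genes as a covariate, 136 genes were called for P-80 in EV in place of 3182 (1647 at an unadjusted p under 0.05), and 108 in place of 1424 in *ech-6* RNAi worms. The means of 20 random gene lists left from 41 to 3194 (median 1574.5) and from 65 to 1386 (median 317). The covariate differs between the groups itself (1.90 ± 0.24 log2 CPM in EV + vehicle and 1.00 ± 0.47 in EV + P-80), so a shift in developmental timing cannot be told apart from other effects of P-80. Of the 102 lysosomal genes, 24 were higher with P-80 in *ech-6* RNAi worms without the covariate and 9 with it (29 at an unadjusted p under 0.05; random lists from 1 to 25, median 9), which again cannot tell.

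The axis did not follow depth over the 16 samples (Pearson's r = 0.156, permutation p = 0.563; Spearman's rho = 0.329, permutation p = 0.211; adjusted p = 0.563). It did follow the share of reads on the 10 genes with the most reads (r = -0.637, permutation p = 0.00733; rho = -0.641, permutation p = 0.00864; r = -0.513 without the 2 farthest samples; Benjamini-Hochberg adjusted p = 0.0220 over 3 relations). These relations were taken on deviations from group means, so they do not test differences between the groups. Most of the reads on those 10 genes are ribosomal RNA. With the share of ribosomal RNA as a covariate 2982 genes were called for P-80 in EV, 2904 of them also called without it, so that share does not account for the calls. Exon length had Spearman's rho of -0.262 with the P-80 log2 fold change in EV over 13876 genes, short of the 0.3 set as a limit.

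Fewer genes were called with P-80 in *ech-6* RNAi than in EV worms. The noise-corrected slope of the P-80 effects in *ech-6* RNAi on those in EV was 0.839 over 13910 genes, and from 0.737 to 0.975 with 1 sample left out. The noise-corrected correlation was 1.03, and from 1.01 to 1.06 with 1 sample left out. A correlation cannot exceed 1, so the correction is not exact and the size of the slope is uncertain. Within each diet the median SD between samples was slightly larger with *ech-6* RNAi than with EV (0.117 against 0.114 with vehicle, and 0.128 against 0.127 with P-80). It was not larger in both *ech-6* RNAi groups than in both EV groups: the larger EV value was 1.08 times the smaller *ech-6* RNAi value. The fit uses 1 estimate of the spread for all groups, so each gene has the same standard error in both P-80 comparisons. A somewhat weaker response to P-80 may account for part of the lower count; the timing of the samples was not excluded.

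Of the 8 splits of each comparison's samples that part all 4 same-numbered pairs, the real one was the only 1 to give as many genes with P-80 in *ech-6* RNAi worms (1424), with *ech-6* RNAi with vehicle (580) and with P-80 (138), as many lysosomal genes (30) or genes of the top 10 (10), as many enoyl-CoA hydratase and operon genes (2), and as many genes shared by both P-80 comparisons (1163). The others gave 0 in each. For the interaction, with 0 genes, all 8 of 8 splits gave as many. With 8 splits a share under 0.05 is not possible. Among all 35 splits, 2 gave as many genes for *ech-6* RNAi with P-80, and one that does not part all pairs gave 1004.

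Between *ech-6* RNAi and EV with vehicle, 5 of the 16 genes of branched-chain amino acid degradation were higher and 1, *ech-6* itself, was lower (5 and 3 when adjusted over the list). Of the 16, 9 had a positive and 7 a negative log2 fold change, with a median of 0.03. The higher genes were *acdh-1* (log2 fold change 2.03, adjusted p = 1.94e-04 from limma), *hach-1* (0.75, 4.65e-04), *ivd-1* (0.39, 7.48e-05), *acdh-9* (0.40, 0.00402) and *alh-8* (0.28, 0.00549). They were chosen after their values were seen, from a list set before. The interaction was past the threshold for 0 of the 16 genes, with 2 at an unadjusted p under 0.05.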
